# Postnatal eye size in mice is controlled by SREBP2-mediated transcriptional repression of *Lrp2* and *Bmp2*

**DOI:** 10.1242/dev.200633

**Published:** 2022-07-14

**Authors:** Shuyi Mai, Xiaoxuan Zhu, Esther Yi Ching Wan, Shengyu Wu, Jesslyn Nagalin Yonathan, Jun Wang, Ying Li, Jessica Yuen Wuen Ma, Bing Zuo, Dennis Yan-yin Tse, Pui-Chi Lo, Xin Wang, Kui Ming Chan, David M. Wu, Wenjun Xiong

**Keywords:** *Bmp2*, Eye, *LRP2*, Organ size, Retinal pigment epithelium, SREBP2

## Abstract

Eye size is a key parameter of visual function, but the precise mechanisms of eye size control remain poorly understood. Here, we discovered that the lipogenic transcription factor sterol regulatory element-binding protein 2 (SREBP2) has an unanticipated function in the retinal pigment epithelium (RPE) to promote eye size in postnatal mice. SREBP2 transcriptionally represses low density lipoprotein receptor-related protein 2 (*Lrp2*), which has been shown to restrict eye overgrowth. Bone morphogenetic protein 2 (BMP2) is the downstream effector of *Srebp2* and *Lrp2*, and *Bmp2* is suppressed by SREBP2 transcriptionally but activated by *Lrp2*. During postnatal development, SREBP2 protein expression in the RPE decreases whereas that of *Lrp2* and *Bmp2* increases as the eye growth rate reduces. *Bmp2* is the key determinant of eye size such that its level in mouse RPE inversely correlates with eye size. Notably, RPE-specific *Bmp2* overexpression by adeno-associated virus effectively prevents the phenotypes caused by *Lrp2* knock out. Together, our study shows that rapid postnatal eye size increase is governed by an RPE-derived signaling pathway, which consists of both positive and negative regulators of eye growth.

## Abstract (precis)

**Summary:** In early postnatal mice, rapid eye size increment is governed by a retinal pigment epithelium-derived signaling pathway, which is composed of both positive and negative regulators of eye growth.

## INTRODUCTION

How organs achieve a reproducible size is a central question in biology. The eye is by far the most important sensory organ, and its size and dimension closely relate to its functional properties. Eye axial diameter plays a key role in determining retinal image size (Hughes, 1977). Moreover, the size of an eye has to match its optic parameters to perceive clear vision. For the vertebrate camera-like eye composed of multiple structures, it requires a sophisticated control system that coordinates individual tissues to ensure correct size and function of the organ. Despite the staggering differences in eye size across mammalian species, the final eye size difference between adult animals within a species is insignificant (Howland et al., 2004). In humans, for example, the average axial length of adult eyes is 23.6 mm with a standard deviation of ±0.7 mm (Gordon and Donzis, 1985). These findings suggest that there is a strong genetic basis to eye size control. However, in comparison with other organs, the mechanisms underlying eye size control remain poorly understood.

In a study aiming to understand the role of lipid synthesis in retina development and diseases such as retinitis pigmentosa (as photoreceptors shed 10% of their outer segment daily and need to synthesize membrane discs rapidly; Young, 1967), we made an unexpected discovery that the lipogenic transcription factor sterol regulatory element binding protein 2 (SREBP2; also known as SREBF2) has a function in eye size regulation. SREBP2 is a master transcription factor that regulates cholesterol synthesis and metabolism in all cells (Brown and Goldstein, 1997). Full-length SREBP2 (flSREBP2) is the precursor protein tethered in the membranes of the endoplasmic reticulum. In cells with low levels of sterols, SREBP2 is cleaved to leave just the N-terminal domain (nSREBP2), which translocates to the nucleus and functions as a transcription activator. nSREBP2 binds to specific sterol regulatory element (SRE) sequences or E-box motifs and activates the transcription of the enzymes involved in cholesterol synthesis as well as enzymes involved in generating NADPH (Athanikar and Osborne, 1998; Shimomura et al., 1998). SREBP2 is expressed in the neural retina and retinal pigment epithelium (RPE) cells (Zheng et al., 2012, 2015), but its function in the eye development remains elusive.

In this study, we investigate the role of SREBP2 and its downstream signaling pathway in regulating eye size in mice. We find that overexpression of nSREBP2 in the RPE cells of postnatal mice leads to extremely enlarged eye globes. Taking this observation as a starting point, we reveal that *Lrp2*, a gene that is known to restrict eye overgrowth, is transcriptionally repressed by SREBP2. Transcriptome analysis and functional assays identified that BMP2 is the downstream effector of both *Srebp2* and *Lrp2*, and the level of *Bmp2* in the RPE is the key determinant of eye size. As the upstream regulator, SREBP2 transcriptionally represses *Bmp2*. Over postnatal development, the levels of *Lrp2* and *Bmp2* transcripts increase and the SREBP2 protein level decreases, in accordance with their functions to restrict and promote eye growth, respectively, as the eye growth rate slows down. Notably, RPE-specific *Bmp2* overexpression by adeno-associated virus (AAV) can effectively prevent the eye enlargement and retinal thinning caused by *Lrp2* loss. Together, our study shows that rapid postnatal eye size increase is governed by an RPE-derived signaling pathway, which consists of both positive and negative regulators of eye growth. Overall, this study unveils an essential role of the SREBP2-LRP2-BMP2 signaling in the RPE in determining eye size.

## RESULTS

### SREBP2 promotes mouse eye size during early postnatal development

To study the function of SREBP2 in postnatal eye development, we overexpressed *Srebp2* in neonatal mouse eyes by subretinal injection of serotype 8 adeno-associated virus (AAV8). Viral transgene expression driven by the ubiquitous CMV promoter first started in the RPE as early as postnatal day (P) 1 (Fig. 1A-C), and strong transgene expression could be observed in both the RPE and photoreceptors later at P7 and P14 (Fig. S1). Whereas the control eyes that overexpressed GFP appeared normal, a striking eye enlargement phenotype induced by *Srebp2* overexpression was observed at mouse eye opening (Fig. 1D-G). Overexpression of the truncated N terminus of SREBP2 (nSREBP2) or full-length SREBP2 (flSREBP2) induced eye enlargement, but the phenotype of nSREBP2 overexpression was much more prominent than that of flSREBP2 (Figs 1F,G and 2A), possibly owing to the constitutive activity of the nuclear-located nSREBP2.

**Fig. 1.**
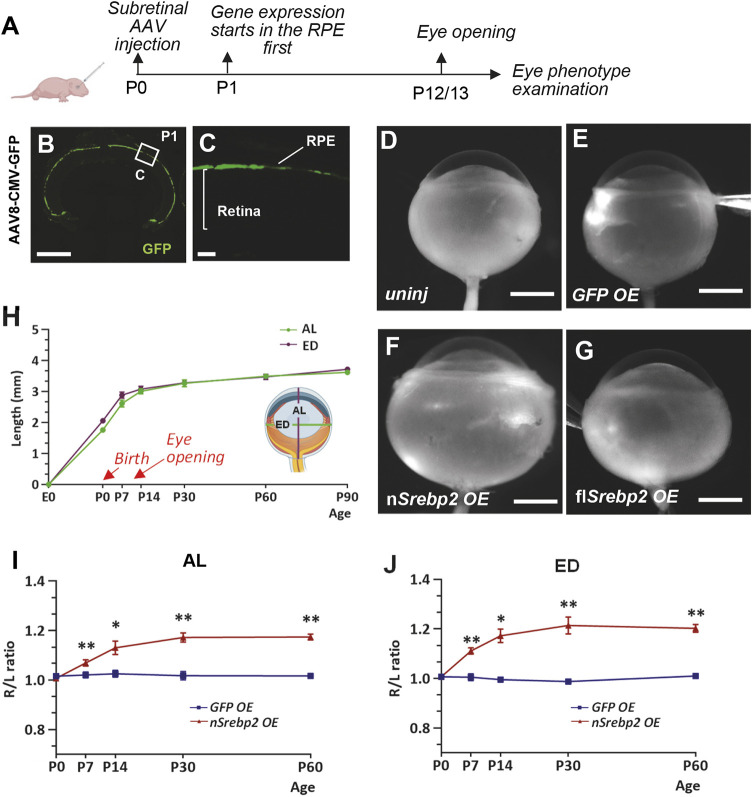
**SREBP2 promotes mouse eye size growth during early postnatal development.** (A) Schematic showing the experimental design. (B,C) Expression of the GFP reporter starts in the RPE at 1 day post AAV-CMV-GFP infection (1E9 vg/eye). Boxed area is enlarged and shown in C. Scale bars: 500 μm (B); 50 μm (C). (D-G) Representative images of uninjected eyes and eyes infected by AAV8-CMV-GFP/nSrebp2/flSrebp2 (1E9 vg/eye) at P0 and harvested at P14. Scale bars: 1 mm. uninj, uninjected; OE, overexpression. (H) Growth curve of mouse eye. AL, axial length; ED, equatorial diameter. P0 *n*=22; P7 *n*=19; P14 *n*=37; P30 *n*=58; P60 *n*=28; P90 *n*=6. (I,J) Time-course examination of the AL and ED increase induced by nSREBP2 overexpression. Data are represented as the ratio of injected right eye (R)/uninjected left eye (L). GFP: P0 *n*=10; P7 *n*=4; P14 *n*=4; P30 *n*=6; P60 *n*=6; nSREBP2: P0 *n*=11; P7 *n*=4; P14 *n*=7; P30 *n*=5; P60 *n*=6. Data are mean±s.e.m.; *P<0.05, **P<0.01 (unpaired Student's *t*-test).

**Fig. 2.**
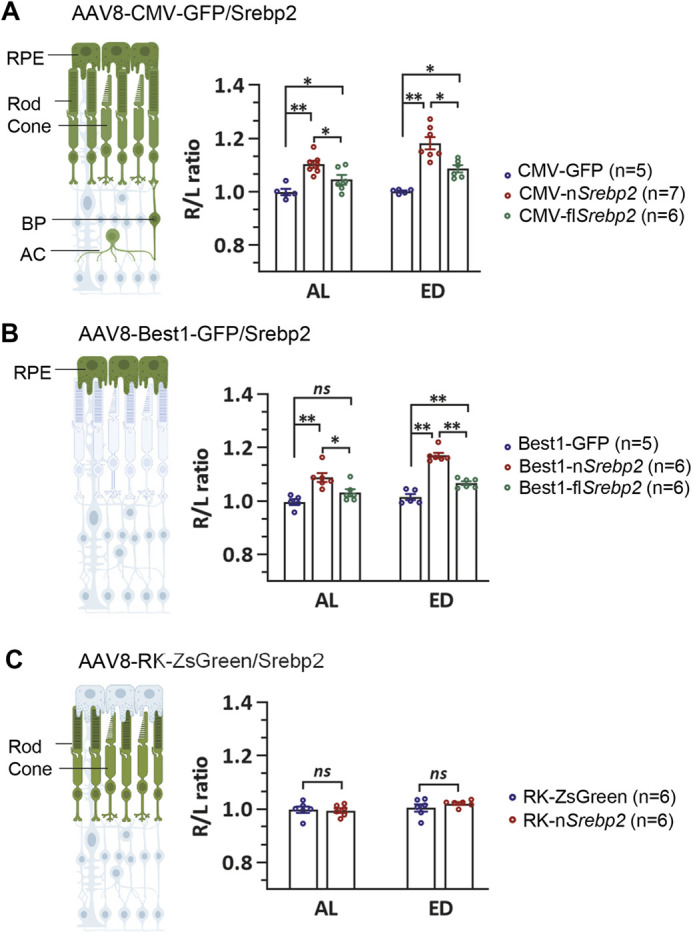
**SREBP2 functions in the RPE to control eye growth.** (A-C) Size comparison of eyes infected by different viruses. The diagrams on the left illustrate the cell types with the targeted gene expression (green) by the AAV8 virus with different promoters. The indicated viruses were injected at P0, and eyes were harvested at P14. All viruses were injected at a concentration of 1E9 vg/eye. Data are represented as the ratio of injected right eye (R)/uninjected left eye (L). Data are mean±s.e.m.; *P<0.05, **P<0.01 (one-way ANOVA analysis with post-hoc Tukey test) (A,B) or unpaired Student's *t*-test (C). AC, amacrine cell; BP, bipolar cell; ns, no significant difference.

In wild-type mice, both axial length (AL) and equatorial diameter (ED) of the eye globes increased rapidly in the first two postnatal weeks (Fig. 1H). After eye opening, eye size increase greatly slowed down (Fig. 1H). To examine the effects of nSREBP2 on eye size growth, we injected AAV8-CMV-nSrebp2 vectors into the right (R) eye and normalized its AL and ED lengths to the uninjected left (L) eye and assessed the R/L ratio. nSREBP2 overexpression led to significant eye overgrowth (∼20% increases in both dimensions) in the first month (Fig. 1I,J), after which the phenotype stabilized and persisted throughout adulthood (Fig. 1I,J). These results suggest that SREBP2 promotes eye size during early postnatal development in mice.

### SREBP2 functions in the RPE to control eye size

Next, we investigated which cell type(s) is responsible for the eye enlargement phenotype. The RPE and photoreceptors had the highest infection and transgene expression level by AAV8 viruses with the CMV promoter (Fig. S1). Targeted gene expression in the RPE was driven by the bestrophin 1 (*Best1*) promoter in the AAV8 vector (Fig. S1) (Esumi et al., 2004; Xiong et al., 2019). RPE-specific nSREBP2 overexpression was sufficient to induce eye enlargement, and the phenotype was comparable to that induced by broad nSREBP2 overexpression (Fig. 2A,B). By contrast, robust photoreceptor-specific nSREBP2 expression was driven by the human rhodopsin kinase (*RK*; also known as *RHOK* and *GRK1*) promoter (Khani et al., 2007) (Fig. S1), but it did not cause any change of eye size (Fig. 2C). In summary, we conclude that SREBP2 functions in the RPE to promote mouse eye size.

### The known eye size-regulating gene *Lrp2* is transcriptionally suppressed by SREBP2

What is the potential downstream molecule of SREBP2 that mediates its effects on eye size? It was recently reported that low density lipoprotein receptor-related protein 2 (*Lrp2*) is also required in the RPE to regulate eye size (Storm et al., 2019). We confirmed the eye enlargement phenotypes of *Lrp2* loss by conditional knockout (cko) as well as by shRNA-mediated knockdown in the RPE (Fig. 3A-C) (Cases et al., 2015; Storm et al., 2019). The enlarged eyes caused by nSREBP2 overexpression are characterized by the expansion of the posterior segment and retinal thinning, with essentially normal anterior segment and intraocular pressure (Fig. S2A-D), resembling the phenotype of *Lrp2* cko mice (Fig. S2E-H). The highly similar phenotypes induced by nSREBP2 overexpression and *Lrp2* deficiency imply that these two factors may function in the same pathway with opposing functions.

**Fig. 3.**
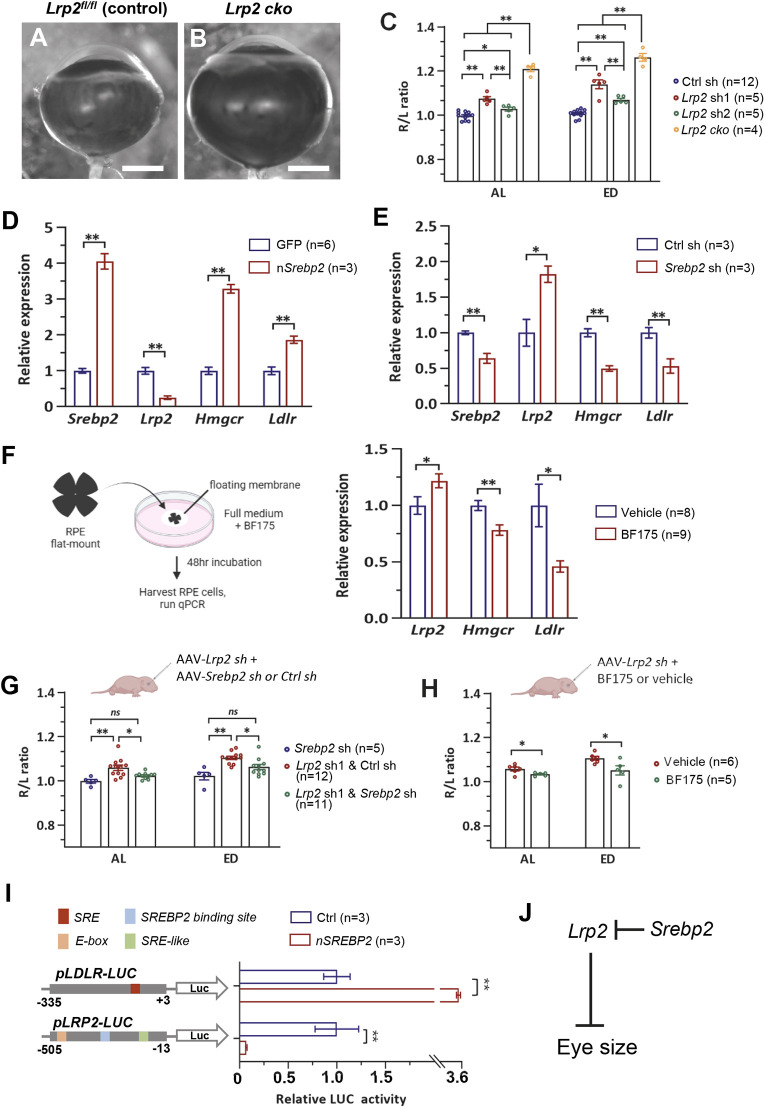
**SREBP2 transcriptionally suppresses *Lrp2*.** (A,B) Representative eye images of control mice (*Lrp2^fl/fl^* without Cre) or *Lrp2* conditional knockout (cko) mice. *Lrp2* cko was induced by injecting AAV8-Best1-Cre (1E7 vg/eye) to *Lrp2^fl/fl^* mouse eyes at P0. Scale bars: 1 mm. (C) Quantification of eye size. AAV8-Best1-Ctrl sh/*Lrp2* sh1/*Lrp2* shRNA2 (*sh2*) viruses were injected at a concentration of 1E9 vg/eye, and AAV8-Best1-Cre was injected at a concentration of 1E7 vg/eye. (D,E) Expression levels of *Srebp2*, *Lrp2*, *Hmgcr* and *Ldlr* determined by qPCR when nSREBP2 was overexpressed (D) or knocked down (E) in the mouse RPE. The mouse eyes were injected by AAV8-Best1-GFP/nSrebp2 (D) or Ctrl sh/Srebp2 sh (E) (1E9 vg/eye) at P0 and harvested at P14. Expression levels were normalized to *Gapdh* mRNA and expressed relative to the GFP/Ctrl sh control. (F) Left: Schematic of the experimental design. Right: Expression levels of *Lrp2*, *Hmgcr* and *Ldlr* determined by qPCR in RPE explant cultures with or without BF175 treatment. Expression levels were normalized to *Gapdh* mRNA and expressed relative to the vehicle-treated control. (G) Quantification of eye size. Eyes were injected with AAV8-Best1-Lrp2 sh1 alone, AAV8-Best1-Lrp2 sh1+AAV8-Best1-Ctrl sh or Srebp2 sh. For combined injection, viruses were mixed at a 1:1 ratio and injected at a total concentration of 2E9 vg/eye. (H) Quantification of eye size. Eyes were injected with AAV8-Best1-Lrp2 sh1 with vehicle or BF175. (I) Relative luciferase activity was determined in HEK293 cells. A luciferase reporter containing the human *LDLR* promoter (−335/+3) or *LRP2* promoter (−505/−13) was co-transfected with pCAG-Cre (Ctrl) or pCAG-human n*SREBP2*. Relative luciferase activity was normalized to *Renilla* luciferase activity. Schematic on the left shows the designs of the reporter constructs. (J) An illustration showing a working model, in which *Srebp2* promotes mouse eye size by repressing *Lrp2*, which is an inhibitor of eye overgrowth. All viruses were injected at P0, and eyes were harvested at P14 (C,G,H). Data are represented as the ratio of injected right eye (R)/uninjected left eye (L) (C,G,H). All data are shown as mean±s.e.m. *P<0.05, **P<0.01 (one-way ANOVA analysis with post-hoc Tukey test for C,G or unpaired Student's *t*-test for D-F,H,I). ns, no significant difference

We hypothesized that *Lrp2*, which is a member of the low-density lipoprotein receptor (LDLR) family of proteins, is a transcriptional target of SREBP2, given the well-known function of SREBP2 as a transcription factor for lipogenic genes (Horton et al., 1998). To test this, we examined the mRNA levels of *Lrp2* in response to AAV-mediated *Srebp2* overexpression or knockdown *in vivo*. Overexpression of nSREBP2 in the RPE increased the mRNA level of *Hmgcr* and *Ldlr*, two known SREBP2 transcriptional target genes (Horton et al., 2002), but it significantly reduced the level of *Lrp2* mRNA (Fig. 3D). Conversely, downregulation of endogenous *Srebp2* by shRNA increased the *Lrp2* mRNA level by nearly twofold (Fig. 3E). We further tested a boron-containing small molecule, BF175, which can directly suppress SREBP2 transcriptional activity by blocking the binding of SREBP2 to its transcriptional co-factor mediator complex (Zhao et al., 2014). In the mouse RPE explant model, adding BF175 to the culture medium reduced the level of *Hmgcr* and *Ldlr* mRNA but significantly increased the level of *Lrp2* mRNA (Fig. 3F), mirroring the effects of *Srebp2* knockdown. Moreover, suppression of *Srebp2*, either by co-injection of AAV-*Srebp2* shRNA (*sh*) or BF175, effectively suppressed *Lrp2* shRNA1 (*sh1*)-induced eye size increase (Fig. 3G,H). These results suggest that SREBP2 has a physiological role in eye size regulation by suppressing the expression of *Lrp2*.

Does SREBP2 directly regulate transcription at the *Lrp2* promoter? Within 350 bp upstream of the transcription start site of the human *LRP2* promoter sequence, there are three putative SREBP2-binding motifs, including a binding site (TGGTGTGAC) predicted by the JASPAR dataset, an SRE-like sequence (GTGGGG) and an E-box motif (CACGTG) (Fig. 3I) (Amemiya-Kudo et al., 2002; Fornes et al., 2020; Shimano et al., 1999). To examine whether SREBP2 functionally regulates the *Lrp2* promoter, we measured the transcriptional activity of the *Lrp2* promoter in response to *Srebp2* overexpression in a luciferase reporter assay. The results showed that the activity of the *Ldlr* promoter (−335 to +3 bp) was greatly enhanced whereas the activity of the *Lrp2* promoter (−505 to −13 bp) was significantly repressed by nSREBP2 co-transfection (Fig. 3I). This finding, together with the qPCR results, strongly suggests that SREBP2 acts as a transcriptional repressor of *Lrp2* rather than its usual role as a transcriptional activator. We further excluded the possibility that *Srebp2* is also downstream of and regulated by *Lrp2*, as neither *Srebp2* mRNA nor protein level changed as a result of *Lrp2* knockdown (Fig. S3). Hence, we propose a model in which SREBP2 is an upstream regulator of eye size, and it promotes mouse eye size by repressing *Lrp2* (Fig. 3J).

### BMP2 is the downstream effector of *Srebp2* and *Lrp2*

To investigate which downstream pathways of *Srebp2* and *Lrp2* are responsible for regulating eye growth, we performed RNA-sequencing (RNA-seq) analysis with mouse RPE tissues. 

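The RNA-seq data comprised 18 libraries of mouse RPE in 6 groups, with 3 libraries in each group. The groups were uninjected eyes and eyes injected with AAV8-Best1-GFP, AAV8-Best1-nSrebp2, AAV8-Best1-ctrl sh, AAV8-Best1-*Lrp2* sh1 or AAV8-Best1-*Lrp2* sh2. AAV8 is an adeno-associated virus that carries the gene or hairpin into cells, and *Best1* is the promoter that drives its expression in the RPE. nSREBP2 is the nuclear, active form of SREBP2, GFP is its control, and ctrl sh is the control for the *Lrp2* hairpins. The injected eyes received 1e+09 vector genomes per eye on postnatal day 0, and all eyes were collected on postnatal day 14. Each library was made from both eyes of 1 mouse. The retina and the optic nerve were removed, and the RPE cells were dissociated from the eyecup with papain, so that RNA of neighboring cells of the eyecup can be present. Ribosomal RNA was depleted before directional libraries were made. The authors mapped the reads to GRCm38 and counted them on genes with STAR 2.7.3a, and the counts were deposited as whole numbers without normalization. The paper's text does not name the gene annotation or say whether the strand of a read was used in counting, so a gene whose exons overlap those of another gene has an uncertain count. The table lists 52636 genes by Ensembl identifier and symbol, and 16093 of them had no count in any library. Positions are given as in the GENCODE M21 annotation of GRCm38.

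Between 8921885 and 10232105 reads were counted on genes in the uninjected libraries, with a median of 9305732. The GFP libraries had 11092959 to 13231479 (median 11159247) and the nSREBP2 libraries 11340405 to 11439251 (median 11356392). The ctrl sh libraries had 11814113 to 13696934 (median 12967362), the *Lrp2* sh1 libraries 12188538 to 12655566 (median 12645946) and the *Lrp2* sh2 libraries 12101954 to 12251001 (median 12148968). The 10 genes with the most counts held 11.2% to 16.99% of a library's counts. Libraries of one group differed by more than the sampling noise, with a chi-square per degree of freedom of at least 3.57 (GFP replicates 1 and 2), so each library was used as 1 replicate.

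Each comparison was tested on the counts of its 6 libraries with edgeR's quasi-likelihood test, after TMM normalization and removal of genes with low counts (filterByExpr), and adjusted *P*-values are those of Benjamini and Hochberg over the genes tested. A gene was called differentially expressed at the paper's own threshold, an adjusted *P* under 0.05 with an absolute log2FC above 1. DESeq2, the tool named in the paper, was run as an alternative. Levels are counts per 1e+06 counts (CPM) scaled by TMM factors over all 18 libraries. A count of 0 allows up to 3 counts, or 0.219 to 0.336 CPM depending on the library, and this limit covers counting error only. On counts simulated from these libraries with 200 genes changed, the edgeR test recovered 198 of them (99%) and called 3 unchanged genes among 17303 genes tested. All simulated changes had an absolute log2FC above 1 and lay in the more expressed genes. The share recovered therefore does not apply to smaller changes or to genes with low counts.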

P0 C57BL/6 pups were injected with AAV8-Best1-GFP/nSrebp2 or AAV8-Best1-ctrl sh, *Lrp2* sh1 or *Lrp2* sh2 viruses. 

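The manipulated genes were examined first, in every library. *Srebf2*, the gene of SREBP2 (ENSMUSG00000022463.7, chromosome 15 of GRCm38 from 82147181 to 82205379, plus strand), had 217 ± 15.9 CPM (SD, n = 3) in the nSREBP2 libraries and 101 ± 15.9 CPM (SD, n = 3) in the GFP libraries, a log2FC of 1.10 (SE 0.11, adjusted *P* = 0.000121, edgeR). This count does not separate transcripts of the virus from those of the mouse gene. *Lrp2* (ENSMUSG00000027070.14, chromosome 2 from 69424340 to 69586065, minus strand) had 31.1 ± 6.48 CPM (SD, n = 3) in the nSREBP2 libraries and 141 ± 46.8 CPM (SD, n = 3) in the GFP libraries, a log2FC of −2.18 (SE 0.24, adjusted *P* = 0.000233, edgeR). With each library left out in turn, this log2FC stayed between −2.43 and −2.002. The alternative that moved it most was a fit of all 18 libraries with the sex of the mice as a term, which was chosen after seeing the data and gave −2.55.

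In the ctrl sh libraries, *Lrp2* had 118 ± 42.8 CPM (SD, n = 3), against 36.9 ± 6.65 CPM (SD, n = 3) with *Lrp2* sh1 and 38.7 ± 4.73 CPM (SD, n = 3) with *Lrp2* sh2. The log2FC was −1.68 with *Lrp2* sh1 (SE 0.22, adjusted *P* = 0.00328, edgeR) and −1.60 with *Lrp2* sh2 (SE 0.21, adjusted *P* = 0.00109, edgeR). It ranged from −1.85 to −1.35 and from −1.78 to −1.28, respectively, with each library left out in turn. The difference in *Lrp2* between the 2 hairpins was within the error (log2FC 0.08, SE 0.13, adjusted *P* = 0.728, edgeR). The spread of *Lrp2* was wide without knockdown or nSREBP2, from 55.3 to 149 CPM in uninjected, from 87.6 to 175 CPM in GFP and from 87.7 to 167 CPM in ctrl sh libraries. *Srebf2* had 113 ± 9.08 CPM (SD, n = 3) with *Lrp2* sh1, 105 ± 3.14 CPM (SD, n = 3) with *Lrp2* sh2 and 115 ± 7.16 CPM (SD, n = 3) with ctrl sh.

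**Figure D1:**
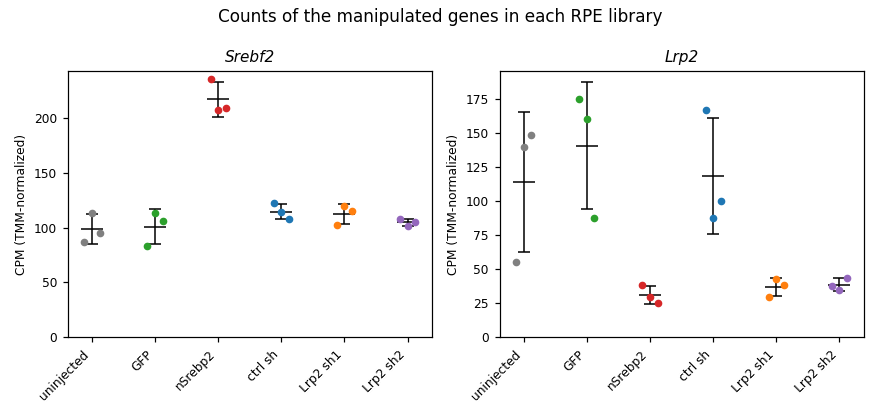
TMM-normalized CPM of *Srebf2* (left) and *Lrp2* (right) in each of the 18 RPE libraries, by group. Points are libraries, bars are group means and whiskers the SD of 3 libraries. The 3 nSREBP2 libraries lie between 207 and 236 CPM of *Srebf2*, and no library with nSREBP2 or an *Lrp2* hairpin is above 43.9 CPM of *Lrp2*.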

At P14, RPE cells were carefully dissociated for RNA extraction. Differential gene expression (DGE) was determined between the three pairs of datasets (nSREBP2 versus GFP, *Lrp2* sh1 versus ctrl sh, *Lrp2* sh2 versus ctrl sh) (Fig. 4A,B). 

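In nSREBP2 versus GFP, 1195 of 17927 genes tested were differentially expressed, 844 higher and 351 lower. In *Lrp2* sh1 versus ctrl sh, 177 of 17801 genes tested were differentially expressed, 80 higher and 97 lower. In *Lrp2* sh2 versus ctrl sh there were 861 of 18089, 539 higher and 322 lower. The number with *Lrp2* sh1 depended most on single libraries: it was 110 without *Lrp2* sh1 replicate 3 and 112 without *Lrp2* sh1 replicate 1, and ranged up to 221. The range was 967 to 1344 for nSREBP2 and 698 to 891 for *Lrp2* sh2. The alternatives that moved the numbers most were dropping the limit on log2FC, with 3770, 949 and 3268 genes in the 3 comparisons, and the uninjected libraries as the control, with 1900, 1171 and 1466. Without the limit the larger side changed with both hairpins, to 544 higher and 405 lower with *Lrp2* sh1 and 1554 higher and 1714 lower with *Lrp2* sh2. With nSREBP2 it stayed, at 2251 higher and 1519 lower. DESeq2 called 1167, 160 and 843 genes, which included 1032, 147 and 743 of the genes called by edgeR.

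The paper does not give the sex of the mice. The Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* together had 2770 to 2901 counts in the 3 nSREBP2 libraries and at most 4 counts in the 3 GFP libraries, and the X-linked *Xist* had at most 35 counts in the former and at least 19505 in the latter. One uninjected library (replicate 3) and *Lrp2* sh2 replicates 2 and 3 also had Y-linked counts. In a fit of all 18 libraries, 1144 of the 1195 genes called in nSREBP2 versus GFP were called again, and 776 of them with sex as a term.

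The largest changes were listed among called genes with an average log2 CPM of at least 1 and no overlap between the libraries of the 2 groups. With nSREBP2, *Ddx3y* was at least 439-fold, *Kdm5d* at least 173-fold and *Pyy* at least 31.1-fold higher than the limit of the GFP libraries. With sex as a term the adjusted *P* (edgeR) was 0.796 for *Ddx3y* and 0.804 for *Kdm5d*. *Pyy* had 68 to 100 counts in the nSREBP2 libraries and at most 1 in the other 3 libraries with Y-linked counts, and its log2FC with sex as a term was 6.80, though with an adjusted *P* of 1. The largest falls were in *Xist* (log2FC −9.44, SE 0.17, adjusted *P* = 3.04e-09, edgeR), whose exons overlap those of *Tsix*, *Gm45895* (log2FC −4.14, SE 0.43, adjusted *P* = 0.000159) and *Slc6a7* (log2FC −3.54, SE 0.28, adjusted *P* = 2.96e-05). The adjusted *P* of *Xist* was 0.351 with sex as a term. With *Lrp2* sh1, the largest rises were in *Serpine3* (log2FC 3.02, SE 0.40, adjusted *P* = 0.00324), *Svop* (log2FC 2.82, SE 0.38, adjusted *P* = 0.00331) and *Epha8* (log2FC 2.81, SE 0.66, adjusted *P* = 0.0408). *Epha8* passed the threshold in only 1 of the 6 fits that each left out 1 library, and its adjusted *P* rose to 0.144 without *Lrp2* sh1 replicate 2. *AC098839.1* was at least 16.8-fold lower than in ctrl sh libraries, and *Nyap2* (log2FC −5.28, SE 0.52, adjusted *P* = 0.000785) and *Capn11* (log2FC −4.70, SE 0.59, adjusted *P* = 0.00254) had the next largest falls. *Capn11* and *AC098839.1* were themselves higher in ctrl sh than in uninjected libraries, with log2FC of 3.70 and 1.74. With *Lrp2* sh2, *Neurod4* and *Neurod1* were at least 18.8-fold and 16.8-fold higher than the limit of the ctrl sh libraries, with a wide spread (1.76 to 7.83 CPM and 1.76 to 8.54 CPM, highest in replicate 1). In the same comparison 13 of 16 rod photoreceptor genes, which are expressed in the retina, were significantly higher. *Lcn2* had a log2FC of 5.87 (SE 1.09, adjusted *P* = 0.00565) with a wide spread, 24.8 ± 29.5 CPM (SD, n = 3). *Lrat* (log2FC −4.44, SE 0.48, adjusted *P* = 0.00038), *Adra2c* (log2FC −4.35, SE 0.39, adjusted *P* = 0.000173) and *Capn11* (log2FC −3.91, SE 0.51, adjusted *P* = 0.00102) had the largest falls. *Lrat* (log2FC −4.63), *Adra2c* (−3.70) and *Nyap2* (−3.47) were also significantly lower in GFP than in uninjected libraries, so they fell without an *Lrp2* hairpin. In ctrl sh versus uninjected, *Lrat* (−1.87), *Adra2c* (0.58) and *Nyap2* (0.57) were not significant. Their falls against ctrl sh can therefore include an effect of the virus that ctrl sh lacks.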

We reasoned that any key downstream effector or pathway responsible for eye growth control should be similarly regulated by nSREBP2 overexpression or *Lrp2* knockdown. This approach allowed the number of the genes/pathways identified by RNA-seq to be narrowed down to a shortlist. 

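Of 17192 genes tested in all 3 comparisons, 22 were differentially expressed in the same direction in each of them, 3 higher and 19 lower, and 10 were differentially expressed in all 3 with differing directions. Lists of these sizes drawn at random share 0.0831 genes in the same direction, a number that takes no account of the ctrl sh libraries shared by the 2 hairpins. *Lrp2* was among the 19 lower genes and stayed there under each alternative and with each library left out. The 3 higher genes, named after their values were seen, were *Tfcp2l1*, *Gdf15* and *Map3k9*. *Map3k9* dropped out with all 18 libraries in one fit, with the uninjected control and without any single ctrl sh library, among other settings. *Tfcp2l1* dropped out with the uninjected control and without replicate 1 or 2 of GFP or nSREBP2. *Gdf15* dropped out with sex as a term. With each library left out in turn the number of shared genes ranged from 14, without *Lrp2* sh1 replicate 3, to 25. It moved most with the uninjected libraries as the control of each comparison, to 394, where the control libraries are common to all 3 comparisons.

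Among the 17192 genes tested in all 3 comparisons, nSREBP2 and *Lrp2* sh2 shared 253 genes in the same direction (20.3 at random). Over the same 17192 genes, the 2 hairpins shared 68 (2.81 at random, which again ignores the shared ctrl sh libraries). nSREBP2 and *Lrp2* sh1 shared 32 of the 17192 (4.12 at random). Across all genes tested in both comparisons, the log2FC of nSREBP2 and *Lrp2* sh2 had a Pearson correlation of 0.54 over 17472 genes, and 64.5% of genes had the same sign. The correlation was 0.194 over 17289 genes for nSREBP2 and *Lrp2* sh1, with 55.4% of the same sign. In 20 simulations of unchanged groups, these 2 correlations stayed between −0.0297 and 0.0313. The simulated counts were drawn from the means of the control libraries, with each gene varying independently. They hold no change that genes share, such as a shift in the share of cell types. This range therefore cannot show whether the 2 correlations come from the treatments. For the 2 hairpins the correlation was 0.355 over 17543 genes, with 61.0% of the same sign. The shared ctrl sh libraries gave 0.498 (0.473 to 0.530) and 66.5% in simulations without any effect. Changes with only 1 of the hairpins, which the simulations lack, lower a correlation. The lower value of 0.355 therefore does not show that the hairpins agree less than by chance. Genes are not independent replicates, so no *P*-value was computed. Without *Lrp2* sh1 replicate 3, the correlation of nSREBP2 and *Lrp2* sh1 changed sign, to −0.0934, and that of the 2 hairpins was 0.135.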

Gene set enrichment analysis (GSEA) of all canonical pathways (total 181 gene sets) identified five common pathways that were significantly differentially expressed (*P*<0.05) in all three enlarged eye groups in comparison with their control groups (Fig. 4C, Fig. S4). 

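The canonical pathway gene sets of the paper were not used here. In their place, 7 lists of genes were tested in each of the 3 comparisons: the BMP pathway components of Fig. 4D (63 genes), BMP target genes (7), BMP ligands (5), the SREBP2 targets named in the paper (6), cholesterol synthesis and uptake (24), the hedgehog pathway (21) and the Jak/Stat pathway (30). The test was camera, a competitive test that sets the genes of a list against all other genes tested, with an inter-gene correlation of 0.01, and its *P*-values were adjusted over the 21 tests. The BMP target genes were the only one of the 7 lists with an adjusted *P* under 0.05 in all 3 comparisons. The paper names these genes, and the ligands, as lower in these libraries, so their tests are not independent evidence of a fall. Every call of camera held under fry, which estimates the correlation from the libraries, except that of the BMP ligands with nSREBP2, whose adjusted *P* was 0.0543 with fry. With preranked enrichment by fgsea and 5000 permutations, the number given in the paper, the components of Fig. 4D also passed in all 3 comparisons, with adjusted *P* of 0.00987, 0.0019 and 0.00425.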

The BMP pathway caught our attention because of its possible involvement in the regulation of eye growth and development of myopia (Cheng et al., 2013; Li et al., 2015; Liu et al., 2009; Nixon et al., 2019; Verhoeven et al., 2013). 

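The genes *Smad6*, *Smad7*, *Smad9*, *Id1*, *Id2*, *Id3* and *Id4* are transcribed in response to BMP signaling. In GRCm38, *Smad6* (ENSMUSG00000036867.7) lies on chromosome 9 from 63953076 to 64022059, *Smad7* (ENSMUSG00000025880.11) on chromosome 18 from 75367529 to 75395935 and *Smad9* (ENSMUSG00000027796.2) on chromosome 3 from 54755582 to 54801257. *Id1* (ENSMUSG00000042745.9) lies on chromosome 2 from 152736251 to 152737410, *Id2* (ENSMUSG00000020644.9) on chromosome 12 from 25093799 to 25097140, *Id3* (ENSMUSG00000007872.3) on chromosome 4 from 136143497 to 136145755 and *Id4* (ENSMUSG00000021379.2) on chromosome 13 from 48261228 to 48266026. The count of *Id4* is uncertain to the extent that 253 of its exon bases are overlapped by genes on the opposite strand. All 7 genes had a negative log2FC in all 3 comparisons, in the main setting, under each alternative and with each library left out in turn.

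In nSREBP2 versus GFP, the log2FC was −1.49 for *Smad9* (SE 0.15, adjusted *P* = 0.000122, edgeR), which had 13.1 ± 2.90 CPM against 36.8 ± 2.09 CPM (SD, n = 3), −1.23 for *Smad6* (SE 0.11, adjusted *P* = 6.23e-05), and −1.11 for *Id1* (SE 0.09, adjusted *P* = 3.11e-05), which had 31.9 ± 3.46 CPM against 69.0 ± 4.67 CPM (SD, n = 3). The other 4 genes had log2FC between −0.77 and −0.38 with adjusted *P* from 0.000286 to 0.0234. *Smad7* lost significance without GFP replicate 2 (adjusted *P* = 0.0634) or nSREBP2 replicate 2 (0.0909), and *Id3* without GFP replicate 2 (0.0821), nSREBP2 replicate 2 (0.0871) or nSREBP2 replicate 3 (0.0502). With sex as a term in a fit of all libraries, *Smad7* (adjusted *P* = 0.322), *Id3* (0.0564) and *Id4* (0.269) were not significant.

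In *Lrp2* sh1 versus ctrl sh, *Smad6* had a log2FC of −0.55 (SE 0.07, adjusted *P* = 0.00348, edgeR) and *Smad9* of −0.40 (SE 0.09, adjusted *P* = 0.0377). *Smad9* was not significant in any of the 6 fits that each left out 1 library, with adjusted *P* between 0.0584 without ctrl sh replicate 3 and 0.148 without *Lrp2* sh1 replicate 2. The other 5 genes had log2FC between −0.45 and −0.15 with adjusted *P* from 0.0625 to 0.463. Of these, *Id4* was significant without ctrl sh replicate 1 (0.00933), and *Id1* (0.0393) and *Id4* (0.041) were significant with DESeq2 and with no filter on low counts (0.0194 and 0.0163). With the uninjected libraries as the control, *Smad7* (0.0117), *Id3* (0.00139) and *Id4* (0.0026) were significant. In *Lrp2* sh2 versus ctrl sh, *Id4* had a log2FC of −0.89 (SE 0.19, adjusted *P* = 0.0112), *Id1* of −0.67 (SE 0.08, adjusted *P* = 0.000745), *Smad9* of −0.65 (SE 0.10, adjusted *P* = 0.00261), *Smad6* of −0.48 (SE 0.07, adjusted *P* = 0.00247) and *Id2* of −0.38 (SE 0.09, adjusted *P* = 0.018). *Id2* lost significance without ctrl sh replicate 2 (0.0562) or *Lrp2* sh2 replicate 2 (0.0503), and *Smad6* (0.141) and *Id2* (0.0854) with sex as a term. *Smad7* (adjusted *P* = 0.286) and *Id3* (0.544) were not significant. With the uninjected libraries as the control, *Smad7* (0.0303) and *Id3* (0.00163) were significant and *Id1* (0.0758) was not. Adjusted over the list alone, 7 genes were significant with nSREBP2, 5 with *Lrp2* sh1 and 5 with *Lrp2* sh2, against 7, 2 and 5 over all genes tested. As the paper names these genes for their fall in these libraries, neither the former numbers nor a test of the 7 genes as a set is independent evidence. As a set, the 7 genes were lower with adjusted *P* of 1.38e-09, 3.7e-05 and 0.000176 by camera. A list of endothelial genes was also lower, with a median log2FC of −0.57, −0.11 and −0.56 in the 3 comparisons.

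**Figure D2:**
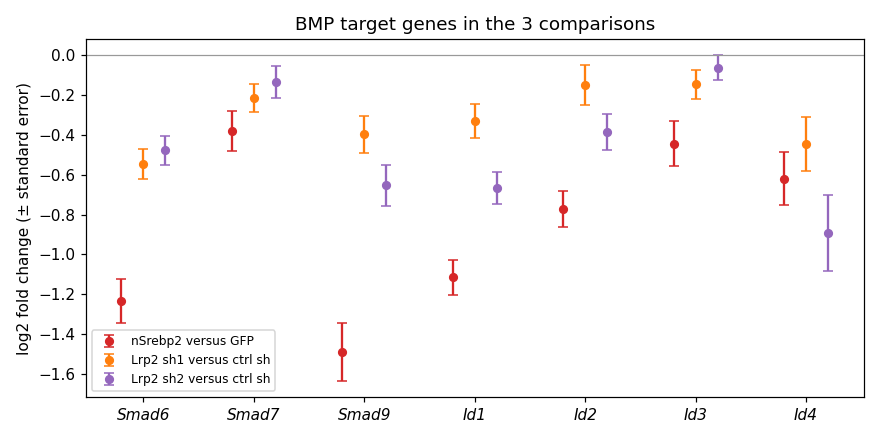
The log2FC of the 7 BMP target genes (x axis) in nSREBP2 versus GFP, *Lrp2* sh1 versus ctrl sh and *Lrp2* sh2 versus ctrl sh. Points are fitted log2FC from 3 libraries per group and bars the SE. All 21 points lie under 0, from −1.49 for *Smad9* with nSREBP2 to −0.06 for *Id3* with *Lrp2* sh2.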

BMP pathway target genes *Smad6*, *7*, *9* and *Id1-4* were clearly downregulated, suggesting an overall attenuation of BMP signaling in the enlarged eyes (Fig. 4D). This is consistent with a negative enrichment score of the pathway (Fig. S4). 

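For the pathway as a whole, the 63 genes shown in Fig. 4D were tested as one list, of which 54 had enough counts with nSREBP2, 52 with *Lrp2* sh1 and 53 with *Lrp2* sh2. In nSREBP2 versus GFP, 25 genes were higher and 29 lower, with 12 and 17 of them significant, and the list had an adjusted *P* of 0.102 by camera. Without GFP replicate 1 it was 0.0334 and without nSREBP2 replicate 1 it was 0.0335, and it was up to 0.213 without other libraries. In *Lrp2* sh1 versus ctrl sh, 21 genes were higher and 31 lower, with 1 and 7 of them significant, and the adjusted *P* was 0.0043. In *Lrp2* sh2 versus ctrl sh, 20 were higher and 33 lower, with 3 and 16 of them significant, and the adjusted *P* was 0.00964. Adjusted over the list alone, 14 higher and 18 lower, 5 higher and 14 lower, and 6 higher and 16 lower genes were significant in the 3 comparisons, respectively. How the genes of the figure were chosen is not said in the paper's text. Without its 2 genes of largest change the list had adjusted *P* of 0.275, 0.104 and 0.102. Among its members, *Sost*, which encodes a secreted BMP antagonist, had log2FC of −3.81, −1.99 and −3.86 in the 3 comparisons, and was named after its values were seen.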

Several Bmp ligands (*Bmp2*, *4*, *6*, *7* and *11*), which are highly expressed in the wild-type RPE (Fig. S5), were downregulated by nSREBP2 overexpression or *Lrp2* knockdown (Fig. 4D).

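In GRCm38, *Bmp2* (ENSMUSG00000027358.6) lies on chromosome 2 from 133552159 to 133562885, *Bmp4* (ENSMUSG00000021835.14) on chromosome 14 from 46383520 to 46390669, *Bmp6* (ENSMUSG00000039004.6) on chromosome 13 from 38345107 to 38500302, *Bmp7* (ENSMUSG00000008999.7) on chromosome 2 from 172868012 to 172940321, and *Gdf11*, the gene of BMP11 (ENSMUSG00000025352.6), on chromosome 10 from 128882295 to 128891718. The opposite strand holds exons of *Gm15217* over 89 exon bases of *Bmp4* and of *Txndc5* over 224 exon bases of *Bmp6*, so these counts are uncertain to that extent. In the uninjected libraries, the 5 genes had 43.0 ± 14.0 CPM (*Bmp2*), 38.3 ± 13.2 CPM (*Bmp4*), 55.3 ± 5.29 CPM (*Bmp6*), 35.5 ± 15.1 CPM (*Bmp7*) and 50.0 ± 16.1 CPM (*Gdf11*) (SD, n = 3).

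*Bmp2* was lower in all 3 comparisons. With nSREBP2 it had 16.0 ± 2.02 CPM against 34.3 ± 10.3 CPM with GFP (SD, n = 3), a log2FC of −1.10 (SE 0.20, adjusted *P* = 0.00434, edgeR) that stayed between −1.32 and −0.91 with each library left out. With *Lrp2* sh2 it had 21.6 ± 2.31 CPM against 40.7 ± 3.56 CPM with ctrl sh (SD, n = 3), a log2FC of −0.90 (SE 0.10, adjusted *P* = 0.000532). With *Lrp2* sh1 it had 31.6 ± 0.66 CPM (SD, n = 3), a log2FC of −0.37 (SE 0.08, adjusted *P* = 0.0325). The fall with *Lrp2* sh1 lost significance without ctrl sh replicate 1 (0.061) or 3 (0.117) and without *Lrp2* sh1 replicate 1 (0.095), 2 (0.117) or 3 (0.105), and over the alternatives its adjusted *P* ranged from 0.0163 to 0.405, with 4 of 10 above 0.05.

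*Bmp6* had a log2FC of −1.17 with nSREBP2 (SE 0.09, adjusted *P* = 2.78e-05), −0.27 with *Lrp2* sh1 (SE 0.11, adjusted *P* = 0.224) and −1.19 with *Lrp2* sh2 (SE 0.12, adjusted *P* = 0.000261). Its level in the control libraries was above that of the uninjected libraries, with 95.8 ± 9.54 CPM in GFP and 152 ± 25.7 CPM in ctrl sh (SD, n = 3), and against the uninjected libraries it was higher with *Lrp2* sh1 (log2FC 1.17) and *Lrp2* sh2 (0.25). *Bmp4* was higher with nSREBP2 (log2FC 0.47, SE 0.13, adjusted *P* = 0.0317) and was not significant with *Lrp2* sh1 (log2FC 0.38, adjusted *P* = 0.502) or *Lrp2* sh2 (log2FC −0.35, adjusted *P* = 0.418). The rise with nSREBP2 lost significance without GFP replicate 2 (0.0779), GFP replicate 3 (0.0653) or nSREBP2 replicate 1 (0.116), with all 18 libraries in one fit (0.245) and with sex as a term (log2FC 0.20, 0.805), and against the uninjected libraries the log2FC was −0.70. The value with *Lrp2* sh1 was significant without ctrl sh replicate 1 (0.00445), and that with *Lrp2* sh2 changed sign without the same library (log2FC 0.12). Against the uninjected libraries *Bmp4* was significantly lower with *Lrp2* sh2 (log2FC −0.99, 0.016). *Bmp7* had a log2FC of −0.35 (adjusted *P* = 0.313), −0.16 (0.389) and −0.50 (0.0164) in the 3 comparisons. The first was significant without GFP replicate 3 (0.00192), and the last was not without *Lrp2* sh2 replicate 1 (0.0585) or 2 (0.0697). *Gdf11* had a log2FC of −0.45 (adjusted *P* = 0.0262), −0.38 (0.316) and −0.68 (0.032). The first lost significance without GFP replicate 1 (0.0831) or 2 (0.0651) and without nSREBP2 replicate 2 (0.0913) or 3 (0.0546), and the last without *Lrp2* sh2 replicate 1 (0.102) or 2 (0.0899). Over the alternatives the adjusted *P* ranged from 0.00177 to 0.226 for *Gdf11* with nSREBP2, and with *Lrp2* sh2 from 0.00112 to 0.0965 for *Gdf11* and from 0.00205 to 0.656 for *Bmp7*. Adjusted over the list alone, 4 of the 5 ligands were significant with nSREBP2 (1 higher and 3 lower), 1 with *Lrp2* sh1 and 4 with *Lrp2* sh2, as over all genes. As a list the ligands had adjusted *P* of 0.00981, 0.102 and 3.7e-05 by camera, and of 0.741, 0.049 and 0.102 when the 2 ligands of largest change in each comparison were left out. From the lower target genes the paper proposes that BMP signaling is attenuated in the enlarged eyes. It describes the 5 ligands as highly expressed in the RPE and as lower. It then knocks down each of them to learn whether any acts downstream of *Srebp2* and *Lrp2* on eye size.

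**Figure D3:**
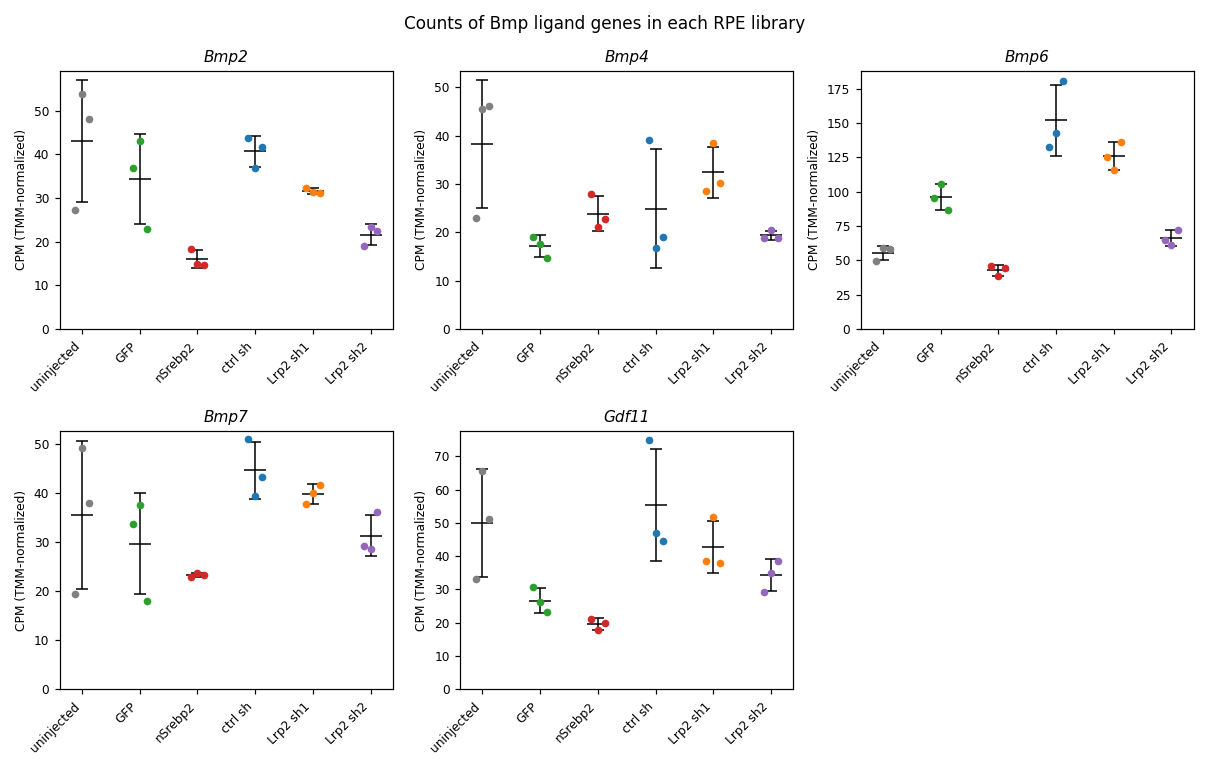
TMM-normalized CPM of *Bmp2*, *Bmp4*, *Bmp6*, *Bmp7* and *Gdf11* in each of the 18 RPE libraries, by group. Points are libraries, bars are group means and whiskers the SD of 3 libraries. *Bmp2* is lower with nSREBP2 (16.0 CPM) and *Lrp2* sh2 (21.6 CPM) than in the other groups, and *Bmp6* is highest with ctrl sh (152 CPM).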

**Fig. 4.**
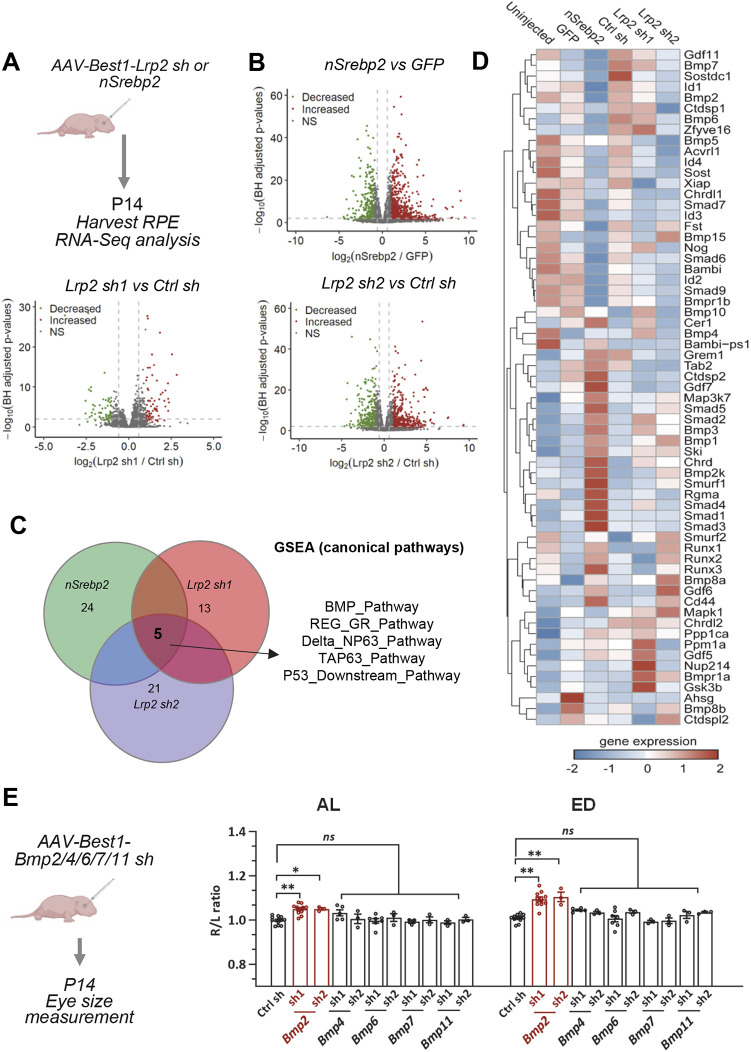
**BMP2 is the downstream effector of *Srebp2* and *Lrp2*.** (A) Schematic showing the experimental design. (B) Volcano plots illustrating genes that were differentially expressed between the enlarged eye groups and controls. Genes significantly upregulated and downregulated (BH-adjusted *P*<0.05, |log2FC|>1) are shown in red and green, respectively. Values are presented as −log10 (BH-adjusted *P*-value). (C) GSEA suggests five significantly enriched canonical pathways shared by the three enlarged eye groups. The number of significantly enriched (*P*<0.05) pathways in each group is also indicated in the circle. (D) Heatmap of the gene expression levels of BMP pathway components. Genes were clustered based on hierarchical clustering on *z*-normalized expression levels (red: high; blue: low). (E) Left: Schematic showing the experimental design. All viruses were injected at a concentration of 1E9 vg/eye. Right: Quantification of AL and ED. Data are represented as the ratio of injected right eye (R)/uninjected left eye (L). Ctrl sh *n*=12; *Bmp2* sh1 *n*=11; *Bmp2* sh2 *n*=3; *Bmp4* sh1 *n*=5; *Bmp4* sh2 *n*=3; *Bmp6* sh1 *n*=7; *Bmp6* sh2 *n*=3; *Bmp7/11* sh1/2 *n*=3. Data are mean±s.e.m. *P<0.05, **P<0.01 (one-way ANOVA with post-hoc Tukey test). ns, no significant difference

To determine whether any Bmp ligand is the downstream effector of the *Srebp2-Lrp2* pathway, we knocked down each of the five highly expressed Bmp ligand genes in the neonatal mouse RPE (Fig. 4E). Two shRNAs with high knockdown efficiency were tested for each gene (Fig. S6). We found that *Bmp2* knockdown induced eye enlargement, whereas *Bmp4*, *6*, *7* or *11* knockdown did not cause any significant change in mouse eye size (Fig. 4E). These results suggest that BMP2 is the downstream effector of *Srebp2* and *Lrp2*.

### SREBP2 is a transcriptional repressor of *Bmp2*

Next, we investigated whether *Bmp2*, similar to *Lrp2*, is directly regulated by SREBP2. qPCR results confirmed that *Bmp2* mRNA level is decreased by nSREBP2 overexpression in the RPE *in vivo* (Fig. 5A). By analyzing a previously published ChIP-seq dataset that profiled genome-wide SREBP2 binding in the HCC70 human carcinoma epithelial cell line (Cai et al., 2019a), we found that SREBP2 binding is enriched at the promoter and the intron 1 of the *BMP2* gene as well as in the promoter of the *LRP2* gene (Fig. S7). Although no putative SREBP2-binding site in the *BMP2* promoter region can be identified, there are two E-box motifs in *BMP2* intron 1 (Fig. 5B). To verify SREBP2 binding in the RPE cells, ChIP-qPCR was performed using three primer sets, with one pair (P1) in the promoter region and the other two pairs (P2 and P3) flanking each of the E-box motifs in intron 1. ChIP-qPCR results showed that endogenous SREBP2 protein is enriched at the promoter as well as at the first E-box motif in intron 1 (Fig. 5B). We further performed a luciferase reporter assay to examine whether SREBP2 activates or represses the expression of *BMP2*. When nSREBP2 was co-transfected, the activity of the *BMP2* promoter (−500 to −1 bp) was greatly suppressed (Fig. 5C). The intron 1 sequence (+1271 to +1778 bp) was cloned in front of a minimal promoter (MinP), and its activity was also suppressed at the presence of nSREBP2 (Fig. 5C). *Lrp2* knockdown led to the decrease of *Bmp2* mRNA level in the RPE *in vivo* (Fig. 5D), suggesting that LRP2 is a positive regulator of the *Bmp2* gene. However, the mechanism by which LRP2 promotes the expression of *Bmp2* warrants further investigation. Together, our data suggest that SREBP2 represses the transcription of *Bmp2* both directly and indirectly by suppressing *Lrp2*.

**Fig. 5.**
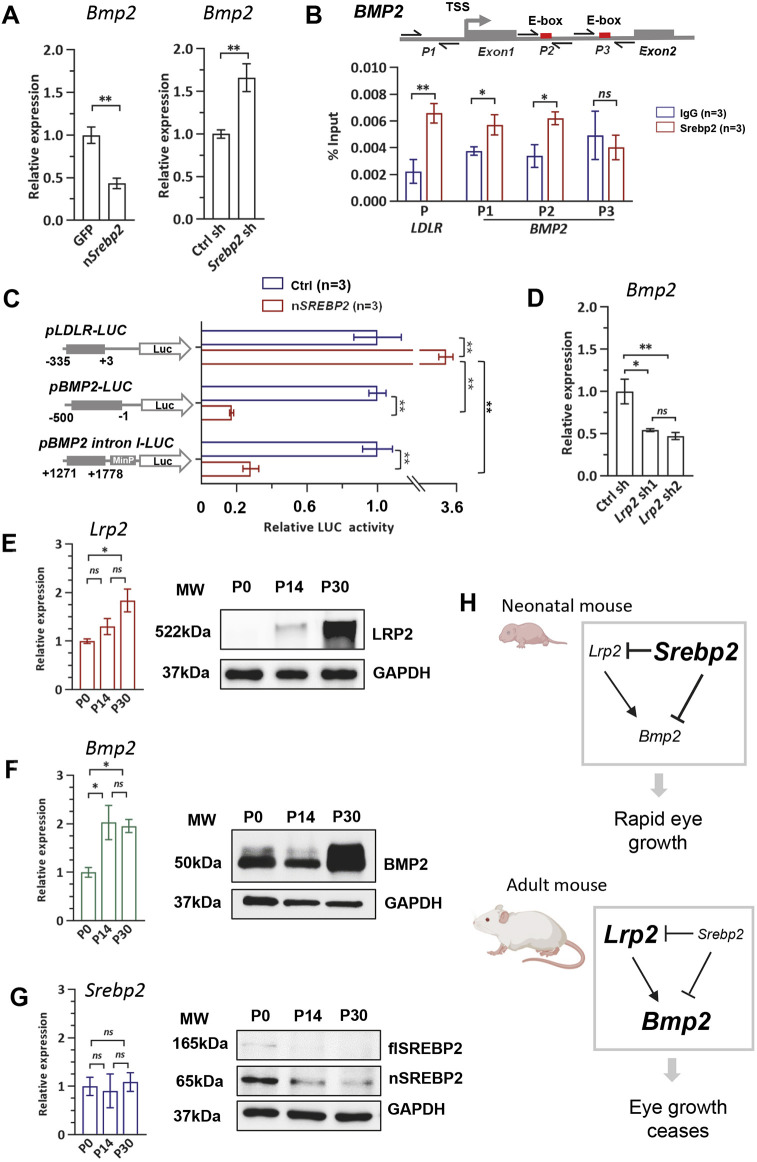
**The SREBP2-LRP2-BMP2 signaling axis regulates postnatal eye growth.** (A) *Bmp2* expression levels determined by qPCR in mouse RPE with nSREBP2 overexpression or with *Srebp2* knockdown. Mouse eyes were injected with AAV8-Best1-GFP/nSrebp2 or Ctrl sh/Srebp2 sh (1E9 vg/eye) at P0 and harvested at P14. Expression levels were normalized to *Gapdh* mRNA and expressed relative to the GFP/Ctrl sh control. GFP/n*Srebp2 n*=3; Ctrl sh *n*=4; *Srebp2* sh *n*=3. (B) Top: Illustration showing the two E-box motifs in intron 1 of the human *BMP2* gene and the ChIP-qPCR primer positions. P1, primer set 1; P2, primer set 2; P3, primer set 3; TSS, transcription start site. Bottom: ChIP-qPCR showed SREBP2 protein enrichment at the promoter as well as at the first E-box motif of the human *BMP2* gene in ARPE19 cells. (C) Relative luciferase activity of reporters containing the human *LDLR* promoter (−335/+3), *BMP2* promoter (−500/−1) or *BMP2* intron I (+1271/+1778) fused with a minimal promoter (minP). (D) *Bmp2* expression levels determined by qPCR in mouse RPE with *Lrp2* knockdown. Ctrl sh *n*=4; *Lrp2* sh1 *n*=3; *Lrp2* sh2 *n*=6. (E-G) Relative mRNA expression and western blotting of *Lrp2*, *Bmp2* and *Srebp2* in the RPE of wild-type mice at three different ages. P0 *n*=5; P14 *n*=7; P30 *n*=7. Expression levels were normalized to *Gapdh* mRNA and expressed relative to P0. All data are shown as mean±s.e.m. *P<0.05, **P<0.01 (unpaired Student's *t*-test for A-C and one-way ANOVA with post-hoc Tukey test for D,E). ns, no significant difference. (H) Schematic illustrating a working model based on our data. High *Srebp2* and low *Lrp2*/*Bmp2* promote the rapid eye size increase in neonatal mice, whereas low *Srebp2* and high *Lrp2*/*Bmp2* ensure that eye growth stops at the proper size in adult mice.

### Opposite changes of *Srebp2* and *Lrp2/Bmp2* levels accompany the postnatal eye growth

If SREBP2-LRP2-BMP2 is a key signaling pathway that controls eye size, one would expect that its activity changes along with the eye growth rate during postnatal development. We first examined the mRNA and protein levels of the three genes in the wild-type mouse RPE at three time points: P0, P14 and P30. *Bmp2* and *Lrp2*, the two genes which inhibit eye growth, showed a clear upregulation of both mRNA and protein levels from P0 to P30, during which period the eye growth rate slows down (Fig. 5E,F). However, *Srebp2* mRNA levels did not show any significant change over time (Fig. 5G). As *Srebp2* has been shown to be regulated post-transcriptionally (Brown and Goldstein, 1997), we further examined the SREBP2 protein level in the RPE. The levels of both full-length and mature truncated SREBP2 proteins declined from P0 to P30 (Fig. 5G), in concordance with its function to suppress *Lrp2* and *Bmp2* expression. Together, our data suggest that the dynamic and opposite changes of the eye growth promoting and inhibiting genes in the SREBP2-LRP2-BMP2 pathway govern eye size growth in mice. In our model, the relatively high *Srebp2* and low *Lrp2*/*Bmp2* in neonatal mice promote the rapid eye size increase, whereas low *Srebp2* and high *Lrp2*/*Bmp2* in adult mice ensure that eye growth stops at the proper size (Fig. 5H).

### *Bmp2* level in the RPE determines mouse eye size

BMP2 is a key signaling molecule that functions in the downstream part of the SREBP2-LRP2-BMP2 pathway. BMP2 has been proposed as an eye growth ‘STOP’ signal previously. Decreased expression of *Bmp2* in myopic eyes in various animal models has been previously reported (He et al., 2018; Wang et al., 2015; Zhang et al., 2012, 2016, 2019). The human *BMP2* single nucleotide polymorphism (SNP) rs235770 is associated with myopia in multi-ethnic cohorts (Verhoeven et al., 2013). In mice, *Bmp2* is expressed mainly in the RPE from embryonic day 11-11.5 (Dudley and Robertson, 1997), and the *Bmp2* level is much higher in the RPE than in the retina in adult eyes (Fig. S5). However, loss-of-function phenotypes of *Bmp2* in the RPE have not been examined. We used both shRNA-mediated and CRISPR/Cas9-mediated knockdown to suppress *Bmp2* expression specifically in the RPE in the neonatal mice (Fig. S6). Insufficient *Bmp2* in the RPE led to eye enlargement, and eye size was inversely correlated with the dose of *Bmp2* (Fig. 6A,B,J). Histological analysis showed that the enlarged eye globe resulting from *Bmp2* knockdown is caused by expansion of the posterior chamber without other gross ocular morphological defects, which is highly comparable to the histology of nSREBP2 overexpression and *Lrp2* cko eyes (Fig. 6D,E, Fig. S2). Retina structure appeared normal except for a uniform thinning of all layers (Fig. 6G,H,L), which is likely due to the expansion of the posterior eye globe. In fact, retinal thinning is a major complication of high myopia, which may increase the risks of retinal detachment and tears (Curtin and Karlin, 1970; Ohno-Matsui and Jonas, 2020; Vongphanit et al., 2002).

**Fig. 6.**
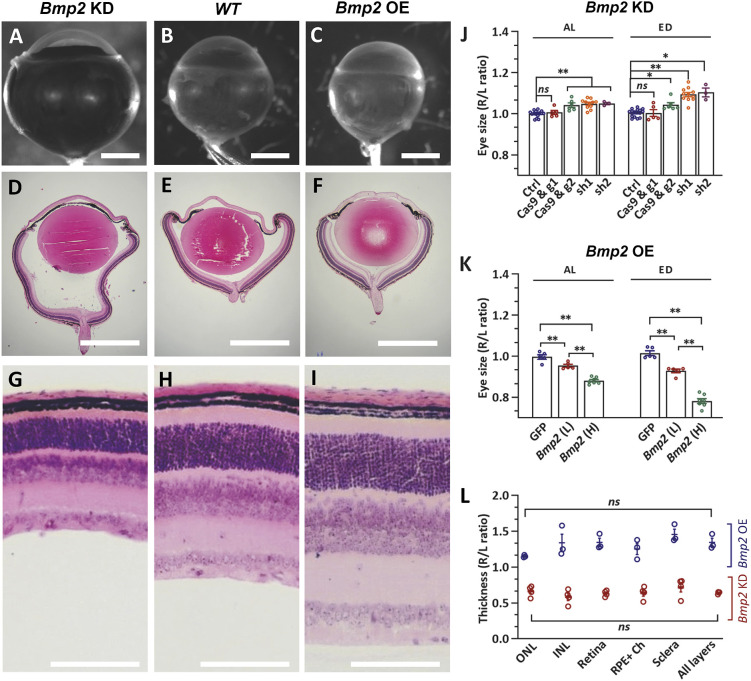
**Mouse eye size is inversely correlated with *Bmp2* level in the RPE.** (A-C) Representative images of control eyes, eyes with *Bmp2* knockdown (KD) and eyes with *Bmp2* overexpression (OE). Scale bars: 1 mm. (D-I) Low and high magnification images of H&E-stained cross-sections. Scale bars: 1 mm (D-F); 100 μm (G-I). (J) Quantification of eye size in the *Bmp2* KD condition. Ctrl *n*=16; Cas9, g1 *n*=5; Cas9, g2 *n*=6; sh1 *n*=11; sh2 *n*=3. (K) Quantification of eye size in the *Bmp2* overexpression condition. L, low titer (2E6 vg/eye); H, high titer (1E7 vg/eye). GFP *n*=5; Bmp2 (L) *n*=5; Bmp2 (H) *n*=7. (L) Quantification of major ocular layer thickness in *Bmp2* KD (*n*=4) and *Bmp2* OE (*n*=3) groups. Ch, choroid; INL, inner nuclear layer; ONL, outer nuclear layer. Data are represented as the ratio of injected right eye (R)/uninjected left eye (L). *n*=3-16 per group. Data are mean±s.e.m. *P<0.05, **P<0.01 (one-way ANOVA with post-hoc Tukey test). ns, no significant difference.

Interestingly, excessive BMP2 by RPE-specific *Bmp2* overexpression resulted in the opposite effect, which is smaller eyes (Fig. 6C). The smaller eye is characterized by reduced posterior globe size and thickening of the posterior ocular layers (Fig. 6F,I,K,L). The severity of the phenotype was also correlated with the dose of BMP2 overexpressed (Fig. 6K, Fig. S6). Therefore, mouse eye size is inversely correlated with the *Bmp2* level in the RPE, suggesting that RPE-derived BMP2 level is a key determinant of eye size.

### AAV-Bmp2 treatment effectively prevents eye enlargement caused by *Lrp2* loss

Congenital high myopia with enlarged eye globes and retinal dystrophy are the main ocular phenotypes of the Donnai–Barrow syndrome caused by *LRP2* mutations (Kantarci et al., 2007; Longoni et al., 2008; Pober et al., 2009). Although gene therapy has emerged as a promising approach to treat inherited eye diseases, it is difficult to rescue *Lrp2* loss-of-function phenotypes by gene augmentation therapy given the large molecular weight of LRP2 (∼522 kDa). Because our data suggest that LRP2 functions via *Bmp2* to restrict eye growth, we hypothesized that forced *Bmp2* expression could rescue the ocular phenotypes caused by *Lrp2* loss. To address this, we produced *Lrp2* cko in the RPE by subretinally injecting AAV8-Best1-Cre virus to *Lrp2^fl/fl^* mice at P0 together with the AAV8-Best1-Bmp2 or GFP virus (Fig. 7A). At P30, the axial length and retinal thickness were measured by optical coherence tomography (OCT). *Lrp2* cko eyes with the control GFP virus injection showed obvious AL elongation and retinal thinning, but these phenotypes were largely rescued by AAV-mediated *Bmp2* overexpression (Fig. 7B-D, Fig. S8). These results suggest that BMP2 acts downstream of *Lrp2* and that targeted *Bmp2* expression in the RPE may be an effective therapeutic intervention for eye enlargement and associated complications caused by *Lrp2* loss.

**Fig. 7.**
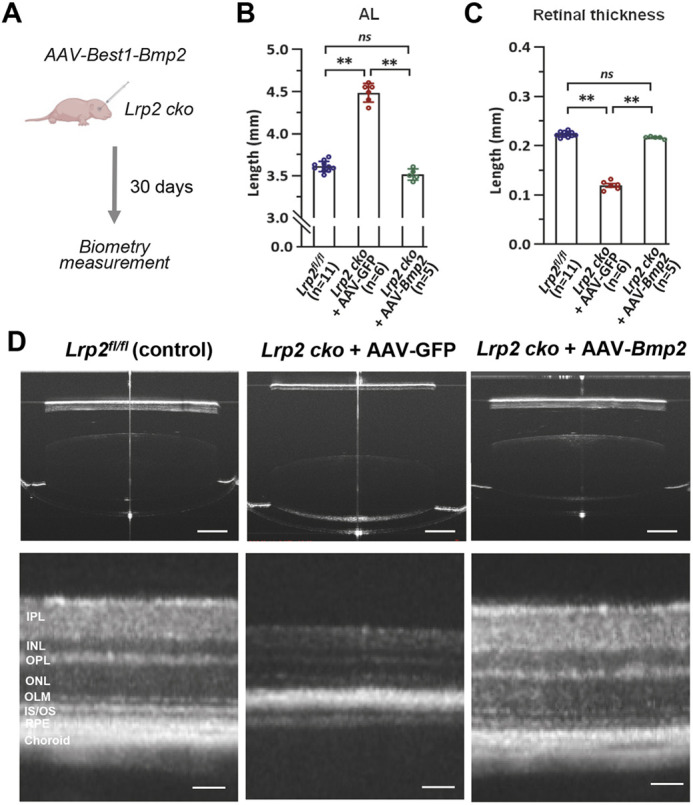
**AAV-Bmp2 treatment effectively prevents eye enlargement caused by *Lrp2* loss.** (A) Schematic of the experimental design. (B,C) Quantification of AL and retinal thickness of the indicated groups. Data are mean±s.e.m. *P<0.05, **P<0.01 (one-way ANOVA with post-hoc Tukey test). ns, no significant difference (D) Representative OCT images showing ocular axial length (top) and retinal thickness (bottom) of the indicated groups. Scale bars: 1 mm (top panels); 100 μm (bottom panels). INL, inner nuclear layer; IPL, inner plexiform layer; IS/OS, inner segment/outer segment; OLM, outer limiting membrane; ONL, outer nuclear layer; OPL, outer plexiform layer.

## DISCUSSION

### The function of SREBP2 in eye size regulation

*Srebp2* is a key gene in cholesterol synthesis and lipid metabolism, and it is highly expressed in both the retina and RPE (Zheng et al., 2012, 2015). Although a *Srebp2* hypomorphic mutation has been linked to cataract formation in the lens in mice (Merath et al., 2011), the function of *Srebp2* in the posterior eye has not been examined. Here, we propose that SREBP2 has an important function in eye development, which is eye size control. We showed that the postnatal increase in eye size is controlled by SREBP2-mediated transcriptional repression of *Lrp2* and *Bmp2*, which are two suppressors of eye size. SREBP2 normally functions as a transcriptional activator (Horton et al., 2002), and it activates the transcription of two lipogenic genes, *Ldlr* and *Hmgcr*, in the RPE (Figs 3D-F,I and 5C). Interestingly, in the same cell type SREBP2 represses *Lrp2* and *Bmp2* transcription to control eye size (Figs 3D-F,I and 5A-C). Our results suggest that SREBP2 has more diverse functions in the eye and displays distinct transcriptional activities towards different downstream targets.

The function of SREBP2 in eye size regulation is also consistent with changes in its expression level in the RPE during mouse development. In neonates, *Srebp2* level is high whereas *Lrp2* and *Bmp2* levels are relatively low, promoting the rapid eye size increase. Over postnatal development, there is a decrease of SREBP2 protein expression in the RPE but the mRNA level of *Srebp2* remains constant (Fig. 5G). Downregulation of SREBP2, the eye size-promoting protein, and simultaneous upregulation of *Lrp2* and *Bmp2*, the two eye size-inhibiting genes, may be the mechanism that ensures that the eye grows to and stops at the proper size (Fig. 5E,F). How SREBP2 is regulated at the protein level during the key postnatal period of eye size determination and whether SREBP2 recruits any transcriptional co-repressor to suppress *Lrp2* and *Bmp2* transcription require further investigation.

### Lipid regulation of eye growth

Given the known functions of *Srebp2* and *Lrp2* in lipid metabolism, it is natural to question whether lipid metabolism also plays a role in eye growth and axial length determination. SREBP2 is a prominent protein that activates cellular cholesterol synthesis and uptake. 

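Genes of lipid synthesis were read from the nSREBP2 and GFP libraries. Mice have several SCD genes, of which *Scd1* (ENSMUSG00000037071.2, chromosome 19 of GRCm38 from 44394455 to 44407879) rose from 73.9 ± 1.56 CPM with GFP to 910.5 ± 194 CPM with nSREBP2 (SD, n = 3), a log2FC of 3.62 (SE 0.14, adjusted *P* = 6.13e-07, edgeR). *Scd2* (ENSMUSG00000025203.5, chromosome 19 from 44293674 to 44306864) had a log2FC of 0.89 (SE 0.09, adjusted *P* = 0.00014), and reads that match both paralogs make their counts uncertain. *Acaca* (ENSMUSG00000020532.18, chromosome 11 from 84129672 to 84401651) had a log2FC of 0.58 (SE 0.07, adjusted *P* = 0.000316) and *Fasn* (ENSMUSG00000025153.9, chromosome 11 from 120805846 to 120824547) of 1.54 (SE 0.09, adjusted *P* = 4.87e-06). *Scd1*, *Scd2*, *Acaca* and *Fasn* were higher and significant under each alternative and with each library left out in turn. As a list, the SREBP2 targets named in the paper had an adjusted *P* of 6.62e-25 by camera. A longer list of cholesterol synthesis and uptake had a median log2FC of 1.86 and an adjusted *P* of 4.78e-83 by camera.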

Our transcriptome analysis identified the lipid metabolic process as one of the significantly changed biological pathways in the nSREBP2 overexpression group, and all the known SREBP2 transcriptional target genes, including *HMGCR*, *LDLR*, *SCD*, *ACACA* and *FASN*, were upregulated. LRP2 belongs to the LDLR family and may play a role in lipoprotein uptake. However, recent studies underscored the function of *Lrp2* in internalizing and processing signaling molecules (Christ et al., 2012, 2015; Gajera et al., 2010), but relatively less is reported about the function of *Lrp2* in lipid metabolism. 

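In *Lrp2* sh1 versus ctrl sh, the 24 genes of cholesterol synthesis and uptake were slightly lower as a list, with an adjusted *P* of 0.00217 by camera and a median log2FC of −0.19. Of these genes 20 were lower and 4 higher, and 3 were significant (4 when adjusted over the list alone). With the uninjected libraries as the control the adjusted *P* was 0.732. In *Lrp2* sh2 versus ctrl sh, 15 were lower and 9 higher, 2 were significant (1 when adjusted over the list alone), and the list had an adjusted *P* of 0.189, which was 0.0234 without *Lrp2* sh2 replicate 3. In the main setting *Scd1*, *Scd2*, *Acaca* and *Fasn* were not significant with either hairpin, with log2FC between 0.02 and 0.29 with *Lrp2* sh1 and between −0.31 and 0.13 with *Lrp2* sh2. Leaving out 1 library made *Scd1* (adjusted *P* = 0.0258, edgeR) and *Scd2* (0.0397) significant with *Lrp2* sh1 without ctrl sh replicate 2, and *Acaca* (0.034) without ctrl sh replicate 1. With *Lrp2* sh1, *Scd2* was also significant with DESeq2 (0.00668), with no filter on low counts (0.00909) and with the uninjected control (0.00431), and *Scd1* with the uninjected control (0.00632). With *Lrp2* sh2, *Scd1* was significant with no filter (0.0456). As a list, the SREBP2 targets named in the paper had adjusted *P* of 0.65 and 0.832 by camera.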

Our RNA-seq analysis did not identify any lipid-related pathway in the RPE with *Lrp2* knockdown, but this could be because RNA-seq only reveals gene expression and not lipid molecule changes. Future studies using proteomic profiling would be helpful to identify any common lipid metabolism pathway downstream of *Srebp2* and *Lrp2*. Interestingly, SREBP2 is regulated by post-translational mechanisms, and its activation is controlled by the cellular cholesterol level and other nutrient sensors, such as mTORC1 (Brown and Goldstein, 1997; Eid et al., 2017). In the future, it would be interesting to examine whether lipid and other nutrient signals impinge on eye size control through *Srebp2*.

### BMP signaling in eye size control

We provide direct evidence showing that eye size regulation by *Srebp2* and *Lrp2* occurs through *Bmp2*. Previous studies have demonstrated a direct link between *Bmp4* and *Lrp2* (Gajera et al., 2010). LRP2 is a clearing receptor of BMP4 in the subependymal zone in the adult mouse brain (Gajera et al., 2010). Loss of *Lrp2* results in increased *Bmp4* expression and activation of SMAD1/5/8 in the stem cell niche (Gajera et al., 2010). One recent study in zebrafish also reported that the *bmp4* pathway was changed in *Lrp2^−/−^* eyes (Collery and Link, 2018 preprint). Zebrafish Bmp4 protein binds to the extracellular domain of Lrp2, and its signaling can be facilitated as well as reduced by Lrp2 via different mechanisms (Collery and Link, 2018 preprint). However, our study showed that BMP2, but not other BMP ligands, is the key signaling molecule in the context of mouse eye size regulation (Fig. 4E). LRP2 promotes *Bmp2* expression (Fig. 5D), although the detailed mechanism remains to be determined. As LRP2 is an endocytic receptor, it may promote *Bmp2* expression indirectly via a third pathway, such as sonic hedgehog, which has been shown to be directly regulated by LRP2 and further regulates BMP signaling in other developmental contexts (Christ et al., 2012, 2016; Huycke et al., 2019; McCarthy et al., 2002).

It is worth noting that BMP2 signaling may not be the only signaling pathway downstream of *Srebp2* and *Lrp2* that is responsible for eye size regulation, as the *Bmp2* knockdown phenotype is less significant than that of nSREBP2 overexpression or *Lrp2* knockdown, which cannot be simply explained by *Bmp2* levels (Figs 2, 3, 5, and Fig. S6). 

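For the hedgehog pathway, a list of 21 genes was lower with nSREBP2 (20 tested, 10 higher and 10 lower, 3 and 5 of them significant, adjusted *P* = 0.0124 by camera) and with *Lrp2* sh2 (20 tested, 7 higher and 13 lower, 1 and 5 of them significant, adjusted *P* = 0.00239). With *Lrp2* sh1, 5 of 19 genes tested were higher and 14 lower, 1 of them significant, and the adjusted *P* was 0.163, which was 0.0335 without ctrl sh replicate 1. With sex as a term, the adjusted *P* of the list with nSREBP2 was 0.247. Adjusted over the list alone, 5 higher and 5 lower, 1 higher and 2 lower, and 2 higher and 6 lower genes were significant with nSREBP2, *Lrp2* sh1 and *Lrp2* sh2, respectively. *Ptch1*, *Gli1* and *Hhip*, which hedgehog signaling induces and which were picked from the list after their values were seen, had log2FC of −1.07, −1.02 and −1.67 with nSREBP2, −1.07, −0.78 and −1.41 with *Lrp2* sh2, and −0.13, −0.16 and −0.18 with *Lrp2* sh1. The difference between the 2 hairpins was −0.94 for *Ptch1* (adjusted *P* = 3.03e-05, edgeR), −0.62 for *Gli1* (0.00896) and −1.24 for *Hhip* (5.19e-06).

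A list of 30 genes of the Jak/Stat pathway, 29 of them tested, had adjusted *P* of 0.226, 0.89 and 0.607 by camera with nSREBP2, *Lrp2* sh1 and *Lrp2* sh2. With nSREBP2, 7 of its genes were significantly higher and 3 lower, against 1 and 1 with *Lrp2* sh1 and 3 and 3 with *Lrp2* sh2 (10 and 3, 1 and 1, and 3 and 3 adjusted over the list alone). *Stat3*, also picked after its values were seen, was higher in all 3 comparisons, with a log2FC of 0.41 (SE 0.07, adjusted *P* = 0.00339), 0.29 (SE 0.06, adjusted *P* = 0.0236) and 0.60 (SE 0.06, adjusted *P* = 0.000359).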

Additional candidate pathways, such as the Jak/Stat and sonic hedgehog pathways, are highly differentially expressed in the RPE with *Srebp2* overexpression and *Lrp2* knockdown in the RNA-Seq dataset; therefore, the involvement of these pathways in eye size regulation should be further investigated.

### The mechanism of eye enlargement

There are several possible mechanisms leading to eye enlargement. Buphthalmos is most commonly found in congenital or infantile glaucoma patients. The increased eye globe size in the congenital or infantile glaucomatous cases is secondary to the stretching of the globe by high intraocular pressure (IOP), given the elasticity of the sclera at this young age (Aziz et al., 2015). However, we did not detect increased IOP in this case (Fig. S2), excluding high IOP being the cause of eye enlargement. Another common mechanism responsible for organ size increase is cell overproliferation. A prominent example is that liver size is controlled by the Hippo pathway via its regulation of cell proliferation and survival (Dong et al., 2007). However, eye enlargement induced by *Bmp2* knockdown in postnatal mice is unlikely to be caused by increased cell proliferation in the neuroretina, as retinal cell proliferation rate was not affected by the RPE *Bmp2* level using a 5-ethynyl-2′-deoxyuridine flow cytometry assay (Fig. S9). Therefore, the driving force of eye enlargement may not originate from the retina.

The sclera provides structural support to the eye globe (Watson and Young, 2004). The ‘mechanical’ theory of myopia development suggests that scleral extracellular matrix remodeling and thinning leads to exaggerated eye growth and axial elongation (Metlapally and Wildsoet, 2015). Similar mechanisms may underlie the eye enlargement in early postnatal development observed in this study and during myopia development. One hypothesis, which is to be further tested, is that early postnatal sclera development may be under the influence of RPE-derived BMP2. Our preliminary data showed that scleral cell proliferation rate is controlled by the level of *Bmp2* in the RPE *in vivo* (Fig. S9), which supports the hypothesis. A previous *in vitro* study also showed that BMP2 promoted scleral cell proliferation and changed the expression levels of genes related to extracellular matrix remodeling (e.g. *MMP2* and *TIMP2*) in cultured human scleral fibroblasts (Hu et al., 2008), but the exact functions of RPE-derived BMP2 in regulating scleral development require further *in vivo* studies. Moreover, choroidal development may be also controlled by BMP2 from the RPE and further contribute eye size regulation directly or indirectly.

### The relevance to myopia control

Eye size control is of great biomedical relevance, as refractive error occurs when the axial length of the eye does not match its refractive power. Myopia, which is the most common type of refractive error, is caused by abnormal enlargement or elongation of the eye globe (Chakraborty et al., 2020; Siegwart and Norton, 2011). High myopia, which is defined by the World Health Organization as a refractive error ≤−5.00 diopter (D) or an axial length ≥26 mm, can lead to secondary complications such as retinal detachment and myopic macular degeneration that cause irreversible vision impairment (Cai et al., 2019b; Ohno-Matsui and Jonas, 2020). Despite the alarming prevalence of myopia worldwide and increasing evidence of genetic predisposition (Cai et al., 2019c; Holden et al., 2016), there are few effective therapeutic treatments to prevent myopia and especially high myopia, which is in part owing to our poor understanding of the genes and molecular mechanisms underlying eye growth and eye size control.

Our study demonstrates that high myopia caused by *Lrp2* insufficiency is prevented by targeting the downstream effector *Bmp2*. We showed that a low dose of the AAV-Best1-Bmp2 vector can completely prevent the development of high myopia and secondary retinal thinning (Fig. 7), which could be a potential early intervention of inherited high myopia caused by *Lrp2* genetic defects. Compared with drug treatment, the advantages of using AAV vectors include long-term effects and cell-type specificity. The RPE is the target cell type of the successful Leber's Congenital Amaurosis gene therapy, which has been proven to be safe and effective (Bainbridge et al., 2008; Hauswirth et al., 2008; Maguire et al., 2008). As our research highlighted the role of the RPE as a signaling center in controlling postnatal eye growth, RPE cells would be ideal target cells for treating high myopia by gene therapy as well. Together, our findings suggest that therapeutic strategies targeting SREBP2-LRP2-BMP2 signaling to control eye growth could have significant clinical implications.

## MATERIALS AND METHODS

### Study approval

All animal procedures performed were approved by Hong Kong Department of Health under Animals Ordinance Chapter 340 [Ref: (20-130) in DH/HT&A/8/2/5 Pt.2] and by City University of Hong Kong Animal ethics committee (Ref: A-0475).

### Mice

CD1 mice were purchased from the Chinese University of Hong Kong, and C57BL/6J mice were purchased from The Jackson Laboratory. *Lrp2^fl/fl^* mice were obtained as a gift from Prof. Thomas Willnow (Max Delbrück Center for Molecular Medicine, Berlin, Germany) (Christ et al., 2016; Leheste et al., 2003). Mice were kept on a 12 h light/12 h dark cycle in City University of Hong Kong Laboratory Animal Research Unit.

### Plasmids

pAAV2/8 and pAdDeltaF6 plasmids were obtained from the Penn Vector Core (University of Pennsylvania). pAAV-Best1-GFP-WPRE was made and published previously (Xiong et al., 2019). The mouse *Srebp2* coding sequence was cloned from a pLKO-puro FLAG *Srebp2* plasmid (Addgene plasmid #32018). Full-length or N-terminal (1-1371 bp) sequences were cloned into AAV plasmids by Gibson ligation. AAV-shRNA vectors were cloned by replacing the GFP sequence with mCherry-shRNA in the pAAV-Best1-GFP vector. See Supplementary Materials and Methods for further details of plasmid cloning.

### AAV production

pAAV, Rep/Cap 2/8 and pAdDeltaF6 plasmids were mixed with polyethylenimine and added to HEK293T cells; 24 h after transfection, the cell medium was changed to DMEM only; 72 h after transfection, supernatant was collected, and cell debris was spun down and discarded. AAV8 in the supernatant were precipitated by PEG-8000 (8.5% wt/vol PEG-8000 and 0.4 M NaCl for 1.5 h at 4°C), centrifuged at 7000 ***g*** for 10 min, and resuspended in virus buffer (150 mM NaCl and 20 mM Tris, pH 8.0). The resuspension was run on an iodixanol gradient, and viruses in a 40% fraction were collected. Recovered AAV virus particles were washed three times with cold PBS using Amicon 100K columns (EMD Millipore). Protein gels were run to determine virus titers.

### Subretinal injection of AAV

Subretinal injection into P0 neonate eyes was performed as previously described (Wang et al., 2014; Xiong et al., 2015). Briefly, 0.25 μl of viruses in PBS was injected into the subretinal space using a pulled angled glass pipette controlled by a FemtoJet (Eppendorf). AAV8-CMV-GFP/nSrebp2/ flSrebp2, AAV8-Best1-GFP/nSrebp2/flSrebp2/Ctrl sh/Srebp2 sh1/Srebp2 sh2/Lrp2 sh1/Lrp2 sh2/Bmp2/4/6/7/11 sh1/sh2, and AAV8-RK-ZsGreen/nSrebp2 were injected at a dose of 1E9 vg/eye. AAV8-Best1-Cre was injected at a final dose of 1E7 vg/eye in all groups, and the doses of AAV8-Best1-Bmp2 virus were 2E6 vg/eye and 1E7 vg/eye (low and high dose, respectively). AAV8-Best1-saCas9 and AAV8-Best1-Bmp2 g1 or g2 were mixed at a 1:1 ratio and injected at a total dose of 2E9 vg/eye. For animals used for qPCR and RNA-seq, both left and right eyes were injected and used for RNA extraction. For animals used for eye size measurement or other phenotype characterizations, only the right eye of the animal was injected, and the left eye was left uninjected as within-animal controls.

### Eye globe dimension measurement

Mice were sacrificed at the indicated ages. Eyes were enucleated, and connective tissues and muscles were carefully removed using tweezers and scissors. Eyes were immersed in PBS in a 6 cm Petri dish and imaged under a Nikon SMZ800N dissection scope with 2× magnification. ED and AL were measured using ImageJ and converted to ml or ratios.

### OCT

OCT images of mouse eyes were taken using a SD-OCT (Bioptigen Envisu R4310 SD-OCT, Germany). Mice were anaesthetized by intraperitoneal injection of a 100 mg/kg ketamine and 10 mg/kg xylazine mixture dosed by weight. A drop of 0.5% proxymetacaine hydrochloride (Provain-POS, Germany), and a drop of 0.5% tropicamide and 0.5% phenylephrine hydrochloride (Mydrin-P, Santen Pharmaceutical Co., Japan) solution were separately instilled on the ocular surface for corneal anesthesia and dilation of the pupil, respectively. Lubricating eye drops (Systane Ultra, Alcon) was applied to prevent desiccation of the cornea during imaging. Then, the anesthetized mouse was put onto a stereotaxic platform for alignment with the imaging lens. Whole-eye biometry and retinal OCT images were separately measured and captured along the horizontal meridian centered at a point one optic disk diameter away from the outer optic disc margin using an SD-OCT (Bioptigen Envisu R4310 SD-OCT, Germany). Axial resolution was 2.6 μm and scanning speed was 20,000 lines per second. SD-OCT imaging was conducted at P30 on the same cohort of mice. Dimensions of individual ocular components were quantified using ImageJ. Axial length was defined as the distance between the anterior cornea and the outer boundary of the RPE layer.

### IOP measurement

For noninvasive measurement of IOP, an Icare TonoLab tonometer (Colonial Medical Supply) was used. Mice were anesthetized using 2% isoflurane, and IOP measurements were acquired from each eye within 3 min of induction of anesthesia. Each instrument-generated average was derived from six individual measurements. All measurements were performed at the same time during daylight for three consecutive days.

### RPE explants

Eyeballs were quickly removed from the euthanized mouse and dipped in 70% ethanol for decontamination. Under a dissecting stereomicroscope, connective tissues and muscles were carefully removed. After washing twice in PBS, eyeballs were immersed in warm culture medium (DMEM:F12+10% fetal bovine serum). the cornea was cut off using curved scissors, and the lens was pulled out gently with tweezers. The ora serrate was cut off to remove the iris and cornea. The retina and optic nerve were carefully and completely removed from the eye cups. Four radial cuts were made to enable the eye cups to be flat-mounted. Each eye cup was transferred onto the center of a floating polycarbonate nucleopore filter membrane (Whatman 110406, 0.2 μm) placed in 6-well plates with the RPE side facing down. Freshly prepared BF175 stock solution was added to the full culture medium to a final BF175 concentration of 12.5 μM. See Supplementary Materials and Methods for description of BF175 synthesis procedures. Half of the medium was replaced with fresh medium on the second day. RPE flat-mounts were harvested at 48 h in explant and processed for RPE isolation and RNA extraction.

### Mouse RPE cell isolation and RNA extraction

Eyecups without retina and optic nerve tissues were dissected as described in the RPE explant section. Two eyes of the same mouse were pooled in one tube and processed together. RPE cells were incubated in papain solution (Worthington Biochemical Corporation) for 15 min. After washing twice in warm medium, RPE samples were triturated with a 600 μl pipette tip gently to dissociate the pigmented RPE cells from the sclera. The resuspended cell solution was transferred to a clean tube and spun down at 600 ***g***. RNAs were extracted from mouse RPE using Trizol (Thermo Fisher Scientific) followed by Quick RNA MicroPrep Kit (Zymo Research) and were used for qPCR or RNA-seq.

### EdU incorporation assay

EdU (100mg/kg, Abcam, ab146186) was subcutaneously injected daily from P3 to P5 to mark cells in S phase. Animals were harvested at P6 and their eyes were removed and cryosectioned at 20 μm thickness. EdU staining was performed using the Click-iT™ EdU Alexa Fluor™ 488 Imaging Kit (Thermo Fisher Scientific, C10337). EdU-positive (EdU^+^) cells in the choroid and sclera across the whole retinal section were counted manually. Three mid-central retinal sections of each eyeball were selected for quantification, and the number of EdU^+^ cells per eye was averaged for statistical analysis. For quantification the number of EdU^+^ cells in the retina, fluorescence-activated cell sorting was used. Retinas were incubated in papain solution (Worthington Biochemical Corporation) for 10 min. After washing twice in warm medium, retinas were triturated gently with a 600 μl pipette tip and the resuspended cell solution was transferred to a clean tube and spun down at 600 ***g***. The percentage of EdU^+^ cells in the retina was quantified using a Click-iT™ EdU Alexa Fluor™

488 Flow Cytometry Assay Kit (Thermo Fisher Scientific, C10420) according to the manufacturer's instructions.

### qPCR

RNAs were converted to cDNA using a PrimeScript RT reagent kit with gDNA Eraser (Takara Bio). qPCR was performed using the PowerUp Sybr Green Master Mix (Thermo Fisher Scientific) on QuantStudio 3 Real-Time PCR stems (Applied Biosystems). *Gapdh* was used as the normalizing control. qPCR primers are listed in Supplementary Materials and Methods.

### CHIP-qPCR

ARPE19 cells were obtained from ATCC and cultured in standard complete growth medium. Cells were crosslinked with 0.5% formaldehyde for 2.5 min at room temperature. See Supplementary Materials and Methods for detailed sample processing procedures. ChIP-qPCR reactions were performed on a QuantStudio 3 Real-Time PCR System (Applied Biosystems) using TB Green Premix Ex Taq Master Mix (Takara Bio, RR036A) using 2 μl of input DNA or ChIP DNA for each 10 μl reaction. ChIP-qPCR data were normalized relative to input.

### RNA-seq

RNAs were extracted from mouse RPE or retina using Trizol (Thermo Fisher Scientific) followed by the Quick-RNA MicroPrep Kit (Zymo Research). The quality of RNA samples was first assessed using an Agilent Bioanalyzer RNA 6000 Nano Chip, and samples with RIN≥9 were used for further processing. The NEBNext rRNA Depletion kit (NEB, E6350) was used to remove ribosomal RNA and the NEBNext Ultra II Directional RNA Library Prep Kit (NEB, E7760) was to generate the cDNA library. Genewiz (Suzhou, China) performed 150 bp paired-end sequencing using an Illumina HiSeq System. See Supplementary Materials and Methods for detailed procedures on making RNA-seq libraries. Raw RNA-seq reads were mapped to the mouse reference genome (GRCm38), followed by calculation of gene counts using SATR with the default parameter settings (version 2.7.3a) (Dobin et al., 2013). Differential expression analysis was performed between different experimental conditions (nSREBP2 versus GFP, Lrp2 sh1 versus ctrl sh, Lrp2 sh2 versus ctrl sh) using the ‘DESeq2’ package (Love et al., 2014). Differentially expressed genes were selected based on |log2FC|>1 and Benjamini–Hochberg (BH)-adjusted *P*<0.05. GSEA was performed using HTSanalyzeR (Wang et al., 2011) with 5000 permutations on 181 canonical pathways gene sets (≥15 genes) from MsigDB v6.1.

### Histological staining

Enucleated eyes were fixed in Hartman's fixative (Sigma-Aldrich, H0290) for 24 h at room temperature. The fixed samples were dehydrated through graded ethanol (50%, 70%, 80%, 85%, 90%, 95%, 100%; 30 min in ambient temperature for every step) and then cleared in xylene (three changes, 8 min for each change). The samples were further processed through paraffin (three changes, 1 h for each change, 60°C) before they were embedded with a Thermo HistoStar tissue-embedding workstation. Paraffin sections were then cut at 6 μm using a Thermo HM325 manual rotary microtome and mounted on Superfrost Plus microscope slides. For deparaffinization, prepared sections were heated at 62°C for 3 h and washed in xylene (three changes, 15 min for each change). For Hematoxylin & Eosin (H&E) staining, deparaffinized sections were rehydrated in graded ethanol (100%, 95%, 80%; 5 min for each change) and rinsed once in distilled water (5 min). The sections then went through a standard H&E staining protocol using a H&E staining kit (Abcam, ab245880) according to the manufacturer's instructions. Stained sections were mounted with Richard-Allan mounting medium (Thermo Fisher Scientific, 22-050-102). Slides were observed using an Olympus CX23 light microscope.

### Western blotting

Mouse RPE cells were isolated as described in the previous section. Four eyes were pooled in one tube and processed together. Cell lysates were prepared using a Minute™ total protein extraction kit (for animal cultured cells and tissues) (Invent Biotechnologies, SD-001/SN-002) in accordance with the manufacturer's protocol. The extracted total proteins were quantified using a Pierce™ BCA protein assay kit (Thermo Fisher Scientific, 23225) and boiled with 4× Laemmli sample buffer (Bio-Rad, 1610747) for 5 min. Equal amounts of proteins were resolved by 7.5% SDS–polyacrylamide gel electrophoresis and then transferred to PVDF Membranes (Bio-Rad, 1620177). The membranes were blocked with 5% skimmed milk in TBS with 0.1% Tween 20 (TBST) for 1 h then probed with rabbit polyclonal anti-SREBP2 (Cayman Chemical, 10007663, 1:1000), mouse monoclonal anti-LRP2 (Santa Cruz Biotechnology, sc-515772, 1:200), mouse polyclonal anti-BMP2 (Proteintech, 18933-1-AP, 1:1000) and mouse monoclonal anti-GAPDH (Santa Cruz Biotechnology, sc-32233, 1:5000) at 4°C overnight. Membranes were then rinsed four times with TBST and then incubated with HRP-conjugated secondary antibody (Jackson ImmunoResearch, anti-rabbit 111-035-144 and anti-mouse 115-035-003;1:2000) for 2 h at room temperature. After rewashing four times with TBST, signal was visualized with ECL Plus WB Reagents (Bio-Rad, 1705060).

### Luciferase reporter assay

p*LDLR*-Luc was purchased from Addgene (plasmid #14940). Other reporter plasmids containing the *LRP2* promoter region (−505/−13 bp), *BMP2* promoter region (−500/−1 bp) or *BMP2* intron (+1271/+1778 bp) were amplified from mouse genomic DNA and cloned into a pGL2 vector. HEK293 cells were seeded in 96-well plates and cultured until 60-70% confluence. Next, 450 ng pCAG-human n*SREBP2* or a control plasmid, pCAG-Cre, was co-transfected with 500 ng reporter plasmids and 100 ng pRL-TK (Promega, E2241). After being cultured for 48 h, cells were lysed with reporter lysis buffer (Promega). Luciferase activity was determined in the cell lysates using the Promega luciferase detection kit (Promega).

### Statistics

Data are represented as mean±s.e.m. in all figures. Sample sizes and statistical analysis are indicated for each experiment in figure legend. All data sets were normally distributed, as confirmed by the Shapiro–Wilk normality test. ANOVA analysis with Tukey test was performed to compare multiple groups, and two-tailed Student's *t*-test was performed to compare two groups. A value of *P*<0.05 was considered statistically significant. GraphPad Prism was used to perform statistical analysis and generate figures.

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

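RNA-seq of RPE from 18 mice was processed, with 3 libraries in each of 6 groups: uninjected, GFP, nSREBP2, ctrl sh, *Lrp2* sh1 and *Lrp2* sh2. Groups and replicate numbers were taken from the sample labels and the paper. The labels name the control hairpin by its target, LacZ, and it was taken as the ctrl sh of the paper because it is the only control hairpin. The authors mapped the reads to GRCm38 and counted them on genes with STAR 2.7.3a at default settings, and the deposited values are whole-number counts of reads per gene without normalization. The gene annotation and the use of strand in counting are not named in the paper's text. Genes whose exons overlap another gene, and paralogs such as *Scd1* and *Scd2*, therefore have uncertain counts, and reads that match several places can be missing from them. Positions and overlaps were taken from GENCODE M21 for GRCm38.

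Depth was 8921885 to 13696934 counts per library, and the uninjected libraries were the shallowest. At this depth a count of 0 allows 3 counts, or 0.219 to 0.336 CPM, and folds against a group at or under this limit are given as lower bounds. With 3 libraries per group, small changes of genes with a wide spread between mice are not detectable. Replicates were compared by a chi-square test of their counts, and none were so alike as to be one library.

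Each comparison was fitted on the counts of its 2 groups with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest), and *P*-values were adjusted by the method of Benjamini and Hochberg. The 3 comparisons were those of the paper, and 3 others were added: GFP versus uninjected, ctrl sh versus uninjected, and *Lrp2* sh2 versus *Lrp2* sh1. Differential expression meant an adjusted *P* under 0.05 with an absolute log2FC above 1. SEs were derived from the log2FC and the F statistic of the test. Levels are CPM with TMM factors over all libraries. The script was tested on simulated data: with 200 changed genes, edgeR recovered 198 with 3 false calls among 17303 genes, and DESeq2 recovered 195 with 1 false call among 17920 genes. The simulated changes all had an absolute log2FC above 1 in the more expressed genes, so smaller changes were not covered.

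The 7 pathway lists (BMP pathway components of Fig. 4D, BMP target genes, BMP ligands, SREBP2 targets named in the paper, cholesterol synthesis and uptake, hedgehog pathway, Jak/Stat pathway) were tested with camera (limma 3.58.1, inter-gene correlation 0.01), with *P*-values adjusted over 21 tests, and with fry and fgsea 1.28.0 (5000 permutations) as alternatives. The MSigDB gene sets of the paper were not used here. The 11 marker lists (rod photoreceptor, other retina, RPE, melanocyte, endothelium, fibroblast, macrophage, blood, muscle, sex and interferon response) were used only to weigh explanations. The genes named in the text were the 20 genes that the paper names for these data and, in each comparison of the paper, the 3 genes with the largest rise and the 3 with the largest fall among called genes with an average log2 CPM of at least 1 and no overlap between the groups. Others are said to be named after their values were seen. Some results of single genes are not reported here.

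The shared ctrl sh libraries give the 2 hairpins a correlation without any effect, which was estimated by 20 simulations of unchanged groups. Every comparison was also fitted on the 10 splits of its 6 libraries into groups of 3. The mapping of samples, the tests, the lists, the rule for named genes and the alternatives were chosen before the data were examined, apart from what is said to be chosen later. The alternatives were DESeq2 1.42.0, its size factors within edgeR, no filter on low counts, at least 10 counts in every library, all 18 libraries in one fit, the replicate number as a block, the adjusted *P* alone, the uninjected libraries as the control, and leaving out each library in turn. For lists they also included leaving out the 2 genes of largest change. Chosen after seeing the data were the omission of genes on X and Y, a fit with sex as a term, and an offset for gene length and GC content in 20 bins. Sex was read from the Y-linked genes and *Xist* at 10 CPM and entered that fit only as a covariate. The qPCR, luciferase, ChIP and eye measurements of the paper were not analysed here.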

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

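The explanations weighed here and their tests were all chosen only after the results were seen. The 10 splits of 6 libraries into groups of 3 were planned.

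The 2 *Lrp2* hairpins were not compared with each other in the paper's text. They lowered *Lrp2* alike, yet 922 genes were differentially expressed in *Lrp2* sh2 versus *Lrp2* sh1, 597 higher and 325 lower. *Bmp2* was lower with *Lrp2* sh2 (log2FC −0.54, SE 0.09, adjusted *P* = 0.0025, edgeR), and *Igf2* was higher (log2FC 3.41, SE 0.18, adjusted *P* = 2.17e-06), with 6916 ± 1699 CPM against 652 ± 83.0 CPM (SD, n = 3). With sex as a term 708 of the 922 genes remained, and with an offset for gene length and GC content 881 remained, so neither explains most of them. More retina RNA with *Lrp2* sh2 would raise retina genes, so it does not explain the 325 lower genes. For the rod genes, of which 13 of 16 were higher, it stays open, because only 3 of the 11 other retina genes tested were significantly higher and 2 were lower, so that retina RNA and expression in the eyecup cannot be told apart. For *Igf2*, fibroblast RNA is ruled out because the highest log2FC in the fibroblast list was 0.60 (median 0.0362), against 3.41 for *Igf2*. Sex is ruled out for it by a log2FC of 3.28 with sex as a term. Most exon bases of *Igf2* (3694) are overlapped by *Gm49394* and *Igf2os*, so its count is uncertain, but the overlap is the same in all libraries. *Bmp2* kept its sign in 15 fits, from −0.73 to −0.46, and its adjusted *P* was above 0.05 in 2 of them (at most 0.0735, all 18 libraries in one fit). Only 1 of the 10 splits, the real one, had as many genes, and every other split had 0. The share of splits is never under 10% with 3 libraries against 3, so by splits a real difference and a lucky grouping cannot be told apart. An effect of 1 hairpin on other genes was not tested further. An unequal share of cell types stays open, as 11 of 12 endothelial genes were significantly lower with *Lrp2* sh2 (median log2FC −0.46). Of 14 macrophage genes 10 were significantly higher (0.63), and of 15 RPE genes 8 were lower and 2 higher. How much of the 922 genes such shares explain was not tested. More hairpins, or *Lrp2* re-expression resistant to them, would separate these explanations.

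The GFP libraries were not compared with the uninjected ones in the paper's text. In GFP versus uninjected, 251 genes were differentially expressed, 39 higher and 212 lower, and *Rpe65* had a log2FC of −8.95 (SE 0.52, adjusted *P* = 0.000321, edgeR), with 1.64 ± 0.62 CPM against 813 ± 392 CPM (SD, n = 3). Its log2FC lay between −9.30 and −8.57 in 15 fits. The number of genes fell to 57 without GFP replicate 2, 87 without GFP replicate 1, 86 without uninjected replicate 3 and 112 without uninjected replicate 2. A lower share of RPE cells does not explain the fall of RPE genes, because 6 of the 14 RPE genes over 10 CPM did not fall in step. Depth does not explain the number, as 220 of the genes remained with every library thinned to one total, nor do gene length and GC content, with 231. Only 1 of the 10 splits, the real one, had as many genes, the next having 15, and chance cannot be told apart from an effect on this ground. *Rpe65* was also low with nSREBP2 (3.13 ± 0.663 CPM), ctrl sh (34.0 ± 55.2 CPM), *Lrp2* sh1 (17.6 ± 22.9 CPM) and *Lrp2* sh2 (8.21 ± 6.52 CPM) (SD, n = 3), although ctrl sh versus uninjected was not significant for it (adjusted *P* = 0.0645). As the hairpin vectors carry mCherry in place of GFP, these levels speak against GFP as the only source. Injection and the virus are not separable without a group injected with buffer.

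The ctrl sh libraries were not compared with the uninjected ones in the paper's text either. In ctrl sh versus uninjected, 426 genes were differentially expressed, 156 higher and 270 lower. The number was 79 without ctrl sh replicate 2, 153 without ctrl sh replicate 3 and 175 without uninjected replicate 3. The count of 270 lower genes cannot decide on retina RNA as a source, because less of it in ctrl sh would also lower genes. Of 11 rod genes tested 0 were significantly lower (median log2FC 0.17), and of 9 other retina genes 1 was (−0.20). With every library thinned to one total 330 of the genes remained, and with the offset for gene length and GC content 394. Only 1 of the 10 splits, the real one, had as many genes, the next having 23, and chance cannot be told apart from an effect on this ground.

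Of 57 genes lower with both *Lrp2* hairpins than with ctrl sh, 16 were higher in ctrl sh than in uninjected libraries. Both comparisons use the ctrl sh libraries. Simulations of unchanged groups gave 0 such genes, but with at most 1 gene lower with both hairpins they give no number to set against 16 of 57. A rise in ctrl sh over the uninjected level is excluded as the only source of the fall for 22 others, *Lrp2* among them. These were lower with both hairpins than in uninjected libraries too. This does not exclude a fall with the virus that ctrl sh lacks. Of the 22, *Adra2c* (log2FC −3.70) and *Nyap2* (−3.47) were also lower in GFP than in uninjected libraries, whereas *Lrp2* was not (0.28). How many of the 22 fell in GFP was not counted. For the 16 as a set, a rise in ctrl sh alone and a rise with any hairpin vector that *Lrp2* knockdown lessens cannot be told apart, as no other control hairpin was used. Nor can a rise in ctrl sh and a fall with the hairpins be told apart for the remaining 19, because against the uninjected libraries neither the rise nor a fall with both hairpins passed the threshold. The largest rises in ctrl sh among the 16, named after their values were seen, were in *Gabrg1*, *Htr2c* and *Gabra2*. They had 29.5, 26.7 and 18.5 CPM in ctrl sh, and at most 3, 1 and 1 counts in any uninjected library. Of the 22 genes shared by all 3 comparisons, 3 (*Htr2c*, *Plk5* and *Vipr2*) were among the 16. *Htr2c* also had 7.25 CPM in GFP, against at most 1 count in any uninjected library, so its rise is not confined to this hairpin. *Gabrg1* (0.161 CPM in GFP, 29.5 CPM in ctrl sh) and *Gabra2* (0.439 and 18.5 CPM) had no such level in GFP, so injection alone is not the source of theirs. *Gabrg1* had 2.16 CPM with *Lrp2* sh1 and 3.27 CPM with *Lrp2* sh2, but also 2.92 CPM with nSREBP2, which carries no hairpin. A rise of that size in *Gabrg1* is therefore not confined to hairpins. A second control hairpin would show whether the other rises belong to the ctrl sh hairpin.

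Y-linked counts were found in 6 of the 18 libraries: uninjected replicate 3, the 3 nSREBP2 libraries and *Lrp2* sh2 replicates 2 and 3. All 18 libraries had more than 10 CPM of either the Y-linked genes or *Xist* and none of both, so that the sex of the mice explains the rise of Y-linked genes and fall of *Xist* in nSREBP2 versus GFP. Sex and nSREBP2 are fully confounded in that comparison. With sex as a term, estimated from the uninjected and *Lrp2* sh2 libraries, 776 of its 1195 genes remained, and with the offset for gene length and GC content 1156. The sex term itself had 11 genes with an adjusted *P* under 0.05, 10 of them on X or Y. Only 1 of the 10 splits had as many genes, the real one, in nSREBP2 versus GFP and in each hairpin comparison with ctrl sh, and every other split had 0. As above, by splits alone a real difference and a lucky grouping cannot be told apart. Unchanged groups, simulated with genes varying independently, had at most 6 genes in any of these 3 comparisons, which does not cover a difference that libraries share.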

How the results depend on the processing

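The omission of genes on X and Y, the fit with sex as a term and the offset for gene length and GC content were chosen after seeing the data. The other alternatives were chosen earlier.

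With the adjusted *P* alone the numbers of genes were 3770 (nSREBP2 versus GFP), 949 (*Lrp2* sh1 versus ctrl sh), 3268 (*Lrp2* sh2 versus ctrl sh), 442 (GFP versus uninjected), 1157 (ctrl sh versus uninjected) and 4029 (*Lrp2* sh2 versus *Lrp2* sh1), and 200 genes were shared by the 3 comparisons of the paper. With the uninjected libraries as the control they were 1900, 1171 and 1466 in the first 3, with 394 shared. GFP versus uninjected had 554 genes with no filter on low counts, 526 with all 18 libraries in one fit and 412 with sex as a term. For ctrl sh versus uninjected these were 687 with no filter and 711 in one fit. *Lrp2* sh2 versus *Lrp2* sh1 had 613 genes at 10 counts in every library.

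With the replicate number as a block, ctrl sh versus uninjected had 131 genes. Libraries of one number were not more alike, so the numbers are not taken as pairs.

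The correlation of nSREBP2 and *Lrp2* sh1 was 0.0750 with DESeq2, 0.0617 with no filter and 0.603 with the uninjected control. That of nSREBP2 and *Lrp2* sh2 was 0.293 with DESeq2, 0.252 with no filter, 0.494 at 10 counts, 0.830 with the uninjected control and 0.625 with sex as a term. That of the 2 hairpins was 0.472, 0.516 and 0.686 with DESeq2, no filter and the uninjected control. With the uninjected control the 3 comparisons share their control libraries, which gave correlations of 0.529, 0.525 and 0.531 in simulations without any effect.

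Among the lists, the adjusted *P* of the BMP ligands with nSREBP2 was 0.0543 with fry, 0.112 with fgsea and 0.741 without the 2 genes of largest change, and that of the components of Fig. 4D with nSREBP2 was 0.00987 with fgsea. Without the 2 genes of largest change it was 0.104 (Fig. 4D) and 0.049 (ligands) with *Lrp2* sh1, and 0.102 for both lists with *Lrp2* sh2. With the uninjected control it was 0.107 for the hedgehog list with nSREBP2. With *Lrp2* sh1 it was 0.363 (Fig. 4D), 0.284 (ligands, reversed), 0.732 (cholesterol) and 0.0200 (Jak/Stat). With *Lrp2* sh2 it was 0.118 (Fig. 4D), 0.228 (ligands), 0.897 (cholesterol, reversed) and 0.139 (Jak/Stat, reversed). With sex as a term the hedgehog list had 0.247 with nSREBP2.

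With the uninjected control the log2FC of these genes reversed: *Bmp4* with nSREBP2 (−0.70), with *Lrp2* sh1 *Srebf2* (0.18), *Bmp4* (−0.25), *Bmp6* (1.17) and *Bmp7* (0.15), and with *Lrp2* sh2 *Srebf2* (0.0760), *Bmp6* (0.25), *Scd2* (0.20) and *Acaca* (−0.11).

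With 1 library left out the numbers of genes ranged from 110 (without *Lrp2* sh1 replicate 3) to 221 (ctrl sh 1) for *Lrp2* sh1, from 57 (GFP 2) to 362 (uninjected 1) for GFP versus uninjected, from 79 (ctrl sh 2) to 423 (uninjected 2) for ctrl sh versus uninjected, and from 14 (*Lrp2* sh1 3) to 25 (ctrl sh 2) for the shared genes. The correlations ranged from −0.0934 (*Lrp2* sh1 3) to 0.274 (ctrl sh 2) for nSREBP2 and *Lrp2* sh1, from 0.496 (nSREBP2 3) to 0.613 (ctrl sh 2) for nSREBP2 and *Lrp2* sh2, and from 0.135 (*Lrp2* sh1 3) to 0.476 (ctrl sh 2) for the 2 hairpins. The adjusted *P* ranged from 0.0334 (GFP 1) to 0.213 (nSREBP2 2) for the components of Fig. 4D with nSREBP2, from 0.0194 (ctrl sh 2) to 0.684 (ctrl sh 1) for the ligands with *Lrp2* sh1, from 0.0335 (ctrl sh 1) to 0.611 (ctrl sh 2) for the hedgehog list with *Lrp2* sh1, from 0.611 (ctrl sh 2) to 0.972 (*Lrp2* sh2 3, reversed) for the SREBP2 targets with *Lrp2* sh2, and from 0.0234 (*Lrp2* sh2 3) to 0.423 (*Lrp2* sh2 2) for the cholesterol list with *Lrp2* sh2.

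The log2FC that changed sign with 1 library left out were near 0 or widely spread. With *Lrp2* sh1 they were *Srebf2*, from −0.0717 (*Lrp2* sh1 2) to 0.0385 (*Lrp2* sh1 1), and *Fasn*, from −0.0427 (*Lrp2* sh1 3) to 0.0651 (*Lrp2* sh1 1). With *Lrp2* sh2 they were *Bmp4*, from −0.57 (ctrl sh 2) to 0.12 (ctrl sh 1), *Scd2*, from −0.11 (ctrl sh 3) to 0.0291 (ctrl sh 2), and *Acaca*, from −0.00567 (ctrl sh 3) to 0.12 (ctrl sh 1).

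Among single genes, sex as a term weakened 15 results, the fit of all 18 libraries 5, the uninjected control 6 (8 were stronger and 9 reversed) and DESeq2 1 (3 were stronger). DESeq2's size factors changed none.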

Differences from the paper's values

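The tests named here were chosen only after the results were seen, apart from the alternatives chosen earlier.

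The ratio of *Srebf2* mRNA with nSREBP2 to that with GFP was 2.15 here, against about 4.0 in Fig. 3D, read by eye. All 13 alternatives differed as well, from 1.97 to 2.28 (the highest without GFP replicate 2). By the paper's methods, the virus carries only an N-terminal part of the coding sequence, whereas the count here covers the whole gene. A qPCR product covers a short stretch, so these ratios are unlike measures under every alternative. The qPCR in the figure was made on other samples, and its primers were not examined here, so the source of the difference is not known.

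The paper states that *Bmp4* was downregulated with the other ligands. Here it was higher with nSREBP2 (log2FC 0.47, adjusted *P* = 0.0317, edgeR), higher with *Lrp2* sh1 (0.38) and lower with *Lrp2* sh2 (−0.35), the last 2 not significant. The rise with nSREBP2 was not significant with all 18 libraries in one fit (0.245) or with sex, which is confounded with nSREBP2, as a term (log2FC 0.20, 0.805). With the uninjected libraries as the control it was lower in each, so the choice of control is a candidate source. Its log2FC was then −0.70 with nSREBP2 (0.0601), −0.25 with *Lrp2* sh1 (0.458) and −0.99 with *Lrp2* sh2 (0.016). Of the other ligands, *Bmp6* (adjusted *P* = 0.224), *Bmp7* (0.389) and *Gdf11* (0.316) were not significant with *Lrp2* sh1.

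The paper states that the 7 BMP target genes were clearly downregulated. All 7 were lower here, but 5 were not significant with *Lrp2* sh1 and 2 with *Lrp2* sh2. With DESeq2, the tool of the paper, *Id1* (adjusted *P* = 0.0393) and *Id4* (0.041) were significant with *Lrp2* sh1, with log2FC of −0.32 and −0.44, but with edgeR and no filter on low counts they were as well (0.0194 and 0.0163), so the tool is not singled out. With the uninjected libraries as the control, *Smad7* (0.0117), *Id3* (0.00139) and *Id4* (0.0026) were significant.

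The paper reports a negative enrichment of the BMP pathway. The components of Fig. 4D had an adjusted *P* of 0.102 with nSREBP2 by camera. With fgsea, closer to the method of the paper, it was 0.00987, so the kind of test is a candidate source.

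The paper states that no lipid-related pathway was identified with *Lrp2* knockdown. Here the cholesterol list was lower with *Lrp2* sh1, with an adjusted *P* of 0.00217 by camera, and 0.732 with the uninjected libraries as the control. The list is not one of the gene sets of the paper.

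The paper states that the Jak/Stat and sonic hedgehog pathways were highly differentially expressed. The Jak/Stat list here was not significant in any comparison, with 0.0200 with *Lrp2* sh1 only when the uninjected libraries were the control. The hedgehog list was not significant with *Lrp2* sh1 (adjusted *P* = 0.163), but was without ctrl sh replicate 1 (0.0335). These lists also differ from the gene sets of the paper.

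Fig. 5D shows *Bmp2* lowered to a similar extent by both hairpins, whereas here *Lrp2* sh2 lowered it more than *Lrp2* sh1 (log2FC −0.54). The samples of that figure are other ones.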

Other observations

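The explanations weighed here and their tests were all chosen only after the results were seen, and so were the genes that the paper does not name.

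A lower share of RPE cells in the libraries was weighed as a cause of the fall of *Bmp2*. It requires lists of other cell types to rise, and some rose while others fell. The endothelium, fibroblast, macrophage and blood lists were compared. Their lowest median log2FC was −0.57 (endothelium) with nSREBP2, −0.38 (blood) with *Lrp2* sh1 and −0.79 (blood) with *Lrp2* sh2. Their highest was 1.13 (macrophage), 0.18 (fibroblast) and 0.37 (macrophage), respectively. A lower share of RPE cells therefore stays open as a cause. The RPE list had medians of −0.36, −0.18 and −1.13, with 14 of its 16 genes over 10 CPM in uninjected libraries.

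A lower share of endothelial cells was weighed as a cause of the fall of BMP target genes. With nSREBP2, 3 of the 7 (*Id1*, *Smad9* and *Smad6*) fell by more than 2 SE below every gene of the endothelium list, the lowest of which was *Plvap* (log2FC −0.92). With *Lrp2* sh1 only 1 gene (*Smad6*) did so, below *Esam* (−0.30), and with *Lrp2* sh2 0 did, where the lowest was *Cldn5* (−1.06). The other target genes lie within this margin of the endothelium list, so in all 3 comparisons a lower share of endothelial cells and lower BMP signaling in the RPE cannot be told apart for the list as a whole. In situ hybridization of the target genes would separate them.

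With nSREBP2 all 14 macrophage genes (median log2FC 1.13) and 13 of 14 fibroblast genes (median 0.86) were significantly higher, and 9 of 12 endothelial genes lower. *Lyz2* rose from 62.4 ± 3.88 to 382 ± 74.6 CPM (SD, n = 3). With *Lrp2* sh1 0 macrophage genes rose and 1 fell (median −0.23), 0 fibroblast genes changed (0.18), and with *Lrp2* sh2 4 macrophage (0.37) and 4 fibroblast genes (0.17) rose. Endothelial genes significantly lower numbered 1 with *Lrp2* sh1 and 10 with *Lrp2* sh2. The melanocyte list had medians of −0.10, −0.20 and −0.30 and the blood list of −0.19, −0.38 and −0.79. Of 7 blood genes 0, 1 and 6 were significantly lower. Rod genes significantly higher numbered 3, 0 and 13 in the 3 comparisons. Other retina genes higher and lower numbered 4 and 2, 0 and 1, and 4 and 2. Muscle genes had 1 lower with nSREBP2 and 0 otherwise, interferon response genes 2 higher and 1 lower, 0, and 1 higher. Of the sex list, 4 genes were higher and 1 lower with nSREBP2.

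The RNA-seq libraries hold parallels to the qPCR of the paper, on other samples. *Srebf2* did not change with *Lrp2* sh1 (log2FC −0.03, SE 0.07, adjusted *P* = 0.889, edgeR) or *Lrp2* sh2 (log2FC −0.12, SE 0.07, adjusted *P* = 0.261). The mRNA ratio of nSREBP2 to GFP was 0.220 for *Lrp2* and 0.468 for *Bmp2*, and the ratio of *Bmp2* to ctrl sh was 0.777 with *Lrp2* sh1 and 0.535 with *Lrp2* sh2.

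*Lrp2* sh2 lowered *Bmp2* more than *Lrp2* sh1 did, at equal *Lrp2*, whereas both hairpins enlarge the eye in the paper. The level of *Bmp2* mRNA on day 14 therefore does not rank the hairpins by *Lrp2*. Measuring *Bmp2* and eye size in the same eyes would show whether they go together.

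Genes known as targets of p53 rose with both hairpins over ctrl sh and not with nSREBP2: *Cdkn1a* by log2FC of 2.30 and 1.74 (−0.33 with nSREBP2), *Ccng1* by 1.36 and 1.03, and *Tnfrsf10b* by 1.23 and 1.10. In GFP versus uninjected *Ccng1* (log2FC 1.23), *Cdkn1a* (1.01) and *Gdf15* (1.33) were also significantly higher, and *Tnfrsf10b* was not (−0.08). In ctrl sh versus uninjected only *Ccng1* was (1.29), and *Cdkn1a* (0.76), *Gdf15* (−0.25) and *Tnfrsf10b* (−0.06) were not. *Gdf15* rose by 2.54 and 1.91, and by 1.22 with nSREBP2. Whether *Lrp2* knockdown or the hairpins cause this was not tested.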
